# Leaps and lulls in the developmental transcriptome of *Dictyostelium discoideum*

**DOI:** 10.1186/s12864-015-1491-7

**Published:** 2015-04-13

**Authors:** Rafael David Rosengarten, Balaji Santhanam, Danny Fuller, Mariko Katoh-Kurasawa, William F Loomis, Blaz Zupan, Gad Shaulsky

**Keywords:** Transcriptome, Time course, Development, Synchrony, Principal component analysis, Differential expression, *Dictyostelium discoideum*, Slime mold

## Abstract

**Background:**

Development of the soil amoeba *Dictyostelium discoideum* is triggered by starvation. When placed on a solid substrate, the starving solitary amoebae cease growth, communicate via extracellular cAMP, aggregate by tens of thousands and develop into multicellular organisms. Early phases of the developmental program are often studied in cells starved in suspension while cAMP is provided exogenously. Previous studies revealed massive shifts in the transcriptome under both developmental conditions and a close relationship between gene expression and morphogenesis, but were limited by the sampling frequency and the resolution of the methods.

**Results:**

Here, we combine the superior depth and specificity of RNA-seq-based analysis of mRNA abundance with high frequency sampling during filter development and cAMP pulsing in suspension. We found that the developmental transcriptome exhibits mostly gradual changes interspersed by a few instances of large shifts. For each time point we treated the entire transcriptome as single phenotype, and were able to characterize development as groups of similar time points separated by gaps. The grouped time points represented gradual changes in mRNA abundance, or molecular phenotype, and the gaps represented times during which many genes are differentially expressed rapidly, and thus the phenotype changes dramatically. Comparing developmental experiments revealed that gene expression in filter developed cells lagged behind those treated with exogenous cAMP in suspension. The high sampling frequency revealed many genes whose regulation is reproducibly more complex than indicated by previous studies. Gene Ontology enrichment analysis suggested that the transition to multicellularity coincided with rapid accumulation of transcripts associated with DNA processes and mitosis. Later development included the up-regulation of organic signaling molecules and co-factor biosynthesis. Our analysis also demonstrated a high level of synchrony among the developing structures throughout development.

**Conclusions:**

Our data describe *D. discoideum* development as a series of coordinated cellular and multicellular activities. Coordination occurred within fields of aggregating cells and among multicellular bodies, such as mounds or migratory slugs that experience both cell-cell contact and various soluble signaling regimes. These time courses, sampled at the highest temporal resolution to date in this system, provide a comprehensive resource for studies of developmental gene expression.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1491-7) contains supplementary material, which is available to authorized users.

## Background

The social amoeba *D. discoideum* exhibits a developmental program unique among model organisms [1-3]. Solitary amoebae grow vegetatively, consuming bacteria by phagocytosis. When food is exhausted, starvation triggers *D. discoideum* to cease growth and begin development. Cells signal to one another with cyclic adenosine monophosphate (cAMP) and migrate by chemotaxis into aggregation centers. Aggregates then tighten into mounds that proceed through differentiation and morphogenesis as physiologically integrated multicellular organisms.

This remarkable choreography is robust to most variations in the genetic makeup, environmental substratum, and nutritional history [4]. Some laboratory strains have been selected that grow in nutrient media, but undergo the same morphological progression as bacteria-fed amoebae when their food source is removed [5,6]. Perhaps even more impressive than watching the entrainment and chemotaxis of an entire population of cells to a centrally emitted cAMP signal, is that the multicellular organisms that arise from aggregation centers continue to develop with lock-step synchrony [1,7]. Its developmental coordination makes *D. discoideum* a desirable model for studying intercellular signaling pathways (reviewed in [8]).

Changes at the level of morphology reflect the molecular genetic physiology of the cells. The molecular milieu can be understood via complementary approaches—treatment of the entire transcriptome as a phenotype, and consideration of expression profiles of individual genes [9]. The global approach takes into account the vast amount of information available by high-throughput assays or next generation sequencing, and enables the precise grouping of molecular states even when the gross phenotype is subtle or uninterpretable. For example, Hughes and colleagues (2000) compiled the transcriptome profiles for 300 mutants and chemical treatments of *Saccharomyces cerevisiae.* Each transcriptome profile was treated as a single phenotype. This compendium of transcriptomes enabled them to discern affected genetic pathways by matching the global expression phenotypes of different mutants and treatments.

One challenge of global analyses is that these data sets contain many more variables or measurements than the number of samples or treatments to be compared. Methods to simplify the high-dimensional data so that they may be understood in more approachable two-dimensional (2D) representations include principle component analysis (PCA) and multi-dimensional scaling (MDS) [10,11]. PCA is a statistical procedure that identifies linear combinations of data variables that explain the largest proportion of variation. By charting the data according to the first two principal components we can obtain a simple 2D plot that displays the predominant relationships between samples [10]. MDS accomplishes a similar feat by arraying samples in 2D based on the similarity, or distances, between their transcriptomes [11].

Focusing the analysis at the level of individual genes is critical for assigning causative effects to specific genes or mutations. In the yeast compendium study, examining individual gene expression profiles was required to confirm various metabolic and regulatory roles [9]. Today’s bioinformatics resources, including fully sequenced, annotated genomes, and relational databases such as Gene Ontology, help illuminate the biological relevance of coincident changes in expression of many individual genes. By examining which biological process or molecular function terms are enriched for coordinately expressed genes, we can make inferences about changes in the cells that generate the observed phenotypes.

Previous *Dictyostelium* studies employed transcriptome-wide profiling to understand the global changes in gene expression that coincide with developmental progression and patterning [4,12]*.* A microarray time course study revealed that one-quarter to half of the predicted genes in the genome are developmentally regulated, with the greatest change in expression occurring upon multicellular differentiation [4]. These analyses pre-dated the completion of the genome sequencing effort. Instead of focusing on individual gene profiles, each time point was treated as a quantitative global phenotype, thereby relating the molecular genetic physiology of the cell population to the gross morphology over developmental time.

A subsequent microarray experiment examined transcriptional changes in response to cAMP signaling [12]. Rather than developing on solid support, cells were starved in shaking suspension, and cAMP was added exogenously at concentrations and with a periodicity meant to mimic natural pulsatile signaling [13-15]. Pulsing cAMP in suspension is useful for synchronizing cells for chemotaxis or aggregation assays, or for specifically studying cAMP responses. Iranfar and coworkers (2003) confirmed the involvement of several critical cAMP- regulatory and responsive genes, and identified many more by clustering co-regulated expression profiles. Later, deep RNA sequencing (RNA-seq), in conjunction with a completed genome, produced highly quantitative expression profiles for every gene model in the genome [16]. Nearly three quarters of the predicted gene models were expressed at some point in the *D. discoideum* life cycle, with many of these developmentally regulated.

We wished to build on the strengths of these previous studies, and address possible gaps in the existing data [17]. The microarray experiments were sampled every two hours, while the published RNA-seq data was sampled more sparsely, at 4-hour intervals. The cells used in the RNA-seq experiments were grown on bacteria. While this is common in the laboratory, many groups use nutrient medium as well, and thus expression data for medium grown cells would complement our understanding of the experimental system. In our study, cells were grown in nutrient medium, and either developed on solid substrate or treated with cAMP in suspension. Samples were collected for RNA-seq every hour for the first half of each time course, and every two hours thereafter. Thus we generated data with the depth and quantitative specificity of RNA-seq, at a high temporal resolution, for cells grown by a common laboratory standard.

We hypothesized that more frequent sampling would reveal unappreciated patterns in gene expression, and provide a more precise understanding of the transcriptional dynamics that govern major developmental transitions. The high temporal resolution revealed transcriptome trajectories with gradual changes interspersed with a few large shifts in global gene expression. Individual gene profiles were examined that corresponded to major changes in transcriptome and morphological progression. Further, we highlighted a selection of biological processes that turn on and off throughout development, relating population-wide physiological phenotypes with known gene functions and morphology.

## Results

### Fine-scale temporal transcriptome profiling reveals an uneven progression of developmental gene expression

We analyzed transcriptome time courses of *D. discoideum* under two experimental conditions: development on nitrocellulose filters for 24 hours (filter), and treatment with exogenous cAMP in shaking suspension for 12 hours (suspension). 

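Development on filters was followed in AX4, an axenic laboratory strain grown in HL-5 nutrient medium and placed on nitrocellulose filters in buffer to starve. Samples were taken at 19 time points, hourly from 0 h to 12 h and every 2 h from 14 h to 24 h. Each time point had 2 biological replicates, collected on different days, which gave 38 samples. The authors sequenced multiplexed cDNA libraries of mRNA, kept reads with a single hit, trimmed unmapped reads by 2 bases and mapped them again. They deposited 2 values for each gene model: the number of uniquely mapped reads, without normalization, and the RPKM, standardized by the mappable length of the gene and the total of mapped reads. Between 3038900 and 7912403 reads per sample were counted on gene models, with a median of 5459141. The median was 5467914 in replicate 1 and 5450369 in replicate 2. The 10 most abundant gene models took between 5.4% and 22.4% of the reads of a sample. At these depths 3 reads made between 3.79e-05% and 9.87e-05% of a sample, a limit that covers counting error only. Differential expression between time points 1 to 4 h apart was tested on the read counts with the quasi-likelihood test of edgeR, with TMM normalization and all 38 samples in one model. A gene was called at a false discovery rate (FDR) of 0.01 after Benjamini-Hochberg adjustment. The test covered the 9451 genes whose mean over replicates reached 30 reads at 1 or more time points. Replicate numbers are shared between time points by the labels, and each number stands for 1 series of samples. Deviations of same-numbered samples from the means of their time points had a mean correlation of 0.27 over 342 pairs of samples from different hours, so a fit with the replicate number as a block is given beside the fit without it.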

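For the suspension experiment, cells of the same strain were shaken in buffer and given pulses of 30 nM cAMP every 6 min from 2 h to 6 h, then 300 µM cAMP every 2 h. Samples came from 10 time points, hourly from 0 h to 6 h and then at 8 h, 10 h and 12 h. There were 3 biological replicates, collected on different days. Replicate 3 has no sample at 12 h, so the experiment has 29 samples. Counts and RPKM were made by the authors in the same way as for filter development. Total counts per sample ranged from 6810347 to 13431564 with a median of 11630085, which is 2.13 times the median on filters. The 10 most abundant gene models took between 8.2% and 14.4% of the counts of a sample. A share of 3 reads was between 2.23e-05% and 4.41e-05% of a suspension sample. Differential expression was tested as on filters, over 9677 genes. Same-numbered samples of different hours had a mean correlation of 0.32 in their deviations from the means of their hours (126 pairs), and samples with different numbers of -0.16 (252 pairs). The 2 experiments differ in cultures, days and libraries as well as in treatment, so a difference between them cannot be told apart from a difference between those batches.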

Samples were collected hourly for the first half of each time course and every other hour thereafter (Additional file 1: Table S1). Gene expression was analyzed by RNA-sequencing, resulting in a high dimensional data set of transcript abundance values for over 12,000 genes measured from 67 samples (Additional files 2 and 3). 

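The files list 12285 gene models, and 12166 of them had reads in at least 1 of the 67 samples. A mean of at least 30 reads over the replicates of 1 or more time points was reached by 9451 genes on filters, by 9677 genes in suspension and by 8987 genes in both. Of the 9451 genes on filters, 2326 (24.6%) were up-regulated and 1554 (16.4%) were down-regulated in at least 1 comparison of time points 1 to 4 h apart between 0 h and 12 h. In suspension, 4870 (50.3%) of 9677 genes were up-regulated and 4916 (50.8%) were down-regulated over the same hours.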

Over 8,000 genes in the genome were expressed and displayed some change in mRNA abundance in both experiments (Additional file 1: Figure S1, Additional files 4, 5 and 6), consistent with the results obtained by Parikh, *et al.* (2010). In that study, at 4-hour resolution, genes could be visually assigned into groups with distinct expression patterns. In the new 1-hour data, similar boundaries seemed apparent (Additional file 1: Figure S1), suggesting that developing populations of amoebae progress synchronously through discrete transcriptional stages.

To explore how transcriptome-wide expression changed across development, we sought to visualize the main relationships between the time-course samples. We used principal component analysis (PCA) to reduce the complexity of the data (Figure 1). The entire collection of transcript abundance data at each time point is described as one entity–the transcriptome, which represents the phenotype or physiological state of the cells at a given time. The first two principal components (PCs) accounted for nearly half of the variation in the entire data set (Filter development: PC1 = 28.6%, PC2 = 19.6%; Suspension: PC1 = 31.2%, PC2 = 17.3%). 

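PC1 accounted for 28.3% of the variance among the 38 filter samples, and PC2 for 19.0%. Together they held 47.3%, and PC3 held another 13.2%. Separate PCAs of each replicate series gave 31.1% and 32.8% for PC1 (SD 1.2, n = 2). They gave 20.5% and 22.4% for PC2 (SD 1.3), so all these shares lay above those of the 38 samples together. Among the 29 suspension samples, PC1 accounted for 30.9% and PC2 for 17.5%, together 48.4%. The SD between separate PCAs of each replicate series there was 1.0 for PC1 and 1.2 for PC2 (n = 3). Each PCA used the RPKM values of the 8987 genes expressed in both experiments, centred and divided by the SD of the gene. The scaling of the values moved the shares most: PC1 held 55.4% on filters and 60.3% in suspension when RPKM values were centred but not divided by the SD.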

We projected the sample transcriptomes in a two-dimensional (2D) plane with axes corresponding to PC1 and PC2. The more similar the transcriptomes were at any two time points, the closer they appeared on the plots. In this simplified view, we compared transcriptome changes from one sample to the next within a time course, and compared the trajectories of transcriptional change between experiments (Figure 1). For example, the 0-hour (h) time points of the filter experiment and the suspension experiment are very close to each other, because in both cases the samples were collected from cells grown in nutrient medium before development. 

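The distance between a pair of transcriptomes was measured as 1 minus the absolute value of Spearman's rank correlation of RPKM over 8987 genes. At 0 h, the 6 pairs of a filter sample and a suspension sample lay 0.0735 apart on average, between 0.0313 and 0.143. Replicates of the same hour on filters were between 0.021 and 0.135 apart, with a median of 0.0624. At the other 9 shared hours the mean distance between the experiments was larger, from 0.149 at 2 h to 0.303 at 10 h. In a fit of all 67 samples with edgeR's quasi-likelihood test, 23 of 8987 genes (0.3%) differed between the experiments at 0 h at an FDR of 0.01. Of these, 7 were higher on filters and 16 were higher in suspension. The alternatives moved this number between 3 genes, without suspension replicate 3, a setting chosen after seeing the data, and 89 genes, at an FDR of 0.05. No replicate block can be fitted for this difference, because each replicate series belongs to a single experiment.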

On the other hand, the 24-hour time point of the filter development is far removed from the 0-hour time point, consistent with a continuous accumulation of transcriptional changes during the course of development. 

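Each filter sample was compared with the 0 h sample of its own replicate. The distance was 0.189 ± 0.0246 (SD, n = 2) at 1 h, 0.215 ± 0.00924 at 2 h and 0.146 ± 0.0161 at 3 h. It was 0.387 ± 0.0227 at 10 h, 0.483 ± 0.0039 at 12 h, 0.538 ± 0.0043 at 16 h and 0.607 ± 0.0378 at 24 h. The fall from 2 h to 3 h was larger than the spread between replicates. From 20 h to 24 h the mean stayed between 0.607 and 0.615, a difference smaller than the SD between replicates.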

To confirm the PCA visualization, we performed multidimensional scaling (MDS), a distinct mathematical approach that yielded a similar 2D projection in which the distance between points relates to similarity between transcriptomes (Additional file 1: Figure S2). The time course topologies were highly similar in both analyses.

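On the plane of PC1 and PC2 and on a 2-dimensional MDS of the same samples, the pairwise distances had a rank correlation of 0.86 over 703 pairs of filter samples and 0.96 over 406 pairs of suspension samples. Pairs that share a sample are not independent, so no p-value is given. The order of the largest gaps differed between the maps of the filter experiment. From 16 h to 18 h the mean positions were 85.7 apart on the PCA plane, the largest gap there, and 0.094 apart by MDS, rank 3. From 0 h to 1 h they were 67.7 apart by PCA and 0.156 by MDS, ranks 2 and 1. The step from 11 h to 12 h had a gap of 34.0 by PCA and 0.115 by MDS, ranks 3 and 2. In suspension the gap from 6 h to 8 h was the largest on both maps, 78.3 by PCA and 0.198 by MDS. The gaps are not divided by the hours between the time points. Those from 6 h to 8 h and from 16 h to 18 h span 2 h.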

**Figure 1:**
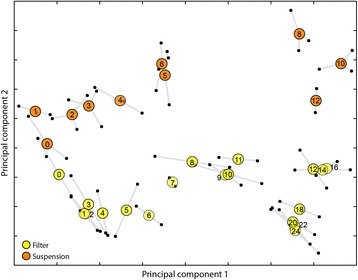
Uneven developmental progression is revealed by transcriptome time course trajectories. We developed cells on filters (yellow circles) and treated cells with cAMP in suspension (orange circles) in separate experiments. We analyzed the transcriptomes by RNA-sequencing and performed principal component analysis (PCA) to reduce the high dimensionality of the data. Both experiments were analyzed using 8,040 expressed genes intersecting the two data sets. For the filter time series, principal component 1 (PC1) and PC2 accounted for 28.6% and 19.6% of the variation, respectively. For the suspension experiment, PC1 and PC2 encompassed 31.2% and 17.3% of the variation, respectively. Plotting the second principal component (PC) (vertical axis) versus the first PC (horizontal axis) illustrates the prevailing patterns in transcriptional progression. The filter series contains two replicates of 19 time points. The suspension series contains two replicates with 10 time points and a third replicate with 9 time points (missing hour 12). For every time point we projected each sample transcriptome as a small black circle connected by whiskers to the other replicate(s). Large colored circles are placed at the center of the transcriptome projection replicates. The axes units are arbitrary.

Two main observations emerged from the 2D plots. 

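The signs of the components are arbitrary and were set so that the mean of the 0 h samples lies on the negative side. On filters the mean of the replicates on PC1 was -88.1 at 0 h, -20.0 at 8 h, 36.0 at 12 h, 64.4 at 18 h and 62.1 at 24 h. The mean on PC2 fell from 48.2 at 1 h to -62.2 at 12 h and rose to 34.5 at 18 h and 62.1 at 22 h. In suspension the mean on PC1 was -56.9 at 0 h, 3.2 at 6 h, 72.9 at 8 h and 69.3 at 12 h, and the mean on PC2 rose from -75.4 at 0 h to 52.6 at 5 h and fell to -34.9 at 12 h. The mean distance of the replicates from the mean position of their hour was largest at 0 h on filters, 26.5, and between 3.7 and 19.7 at the later hours there. In suspension it was between 3.8 and 13.4, depending on the hour.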

First, the two treatments followed similar overall transcriptional trajectories, progressing in a mostly linear fashion (along PC1) but changing direction (along PC2) near the end of the experiments (Figure 1, Additional file 1: Figure S2). The directional spread of time points suggests that as cells proceed through development, either on filters or in suspension, their transcriptional state becomes increasingly different from the vegetative condition. 

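In suspension the distance from the 0 h sample of the same replicate was 0.135 ± 0.0212 (SD, n = 3) at 1 h, 0.291 ± 0.0584 at 4 h and 0.371 ± 0.0217 at 5 h. It was 0.317 ± 0.0306 at 6 h, 0.454 ± 0.032 at 8 h, 0.533 ± 0.0405 at 10 h and 0.531 ± 0.0471 (n = 2) at 12 h. The rise from 6 h to 8 h was larger than the spread between replicates, and the difference between 10 h and 12 h was smaller than it. Filter samples reached 0.483 ± 0.0039 (n = 2) at 12 h.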

The second notable feature of the 2D time course projections was uneven spacing of samples, many of which were grouped into clusters separated by gaps. 

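The change between neighbouring time points was measured within each replicate as 1 minus the absolute Spearman correlation, divided by the hours between them. On filters it was 0.189 ± 0.0246 per hour (SD, n = 2) from 0 h to 1 h, 0.0856 ± 0.00189 from 1 h to 2 h and 0.0935 ± 0.00524 from 11 h to 12 h. From 14 h to 16 h it was 0.00664 ± 0.00047 per hour. The step from 11 h to 12 h was 1.91 times the median step of its replicate. It was 1.38 times the median step when all genes with reads were used, the alternative that moved it most. From 16 h to 18 h the change was 0.0424 ± 0.0138 per hour, 0.85 times the median step and rank 11 among the steps on filters. Not divided by the hours, it was 0.0847 ± 0.0277 and had rank 4, so its place depends on the division. In suspension the change was 0.135 ± 0.0212 per hour (n = 3) from 0 h to 1 h, 0.0915 ± 0.0259 from 6 h to 8 h, which is 1.74 times the median step, and 0.0165 ± 0.00397 (n = 2) from 10 h to 12 h.

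**Figure D1:**
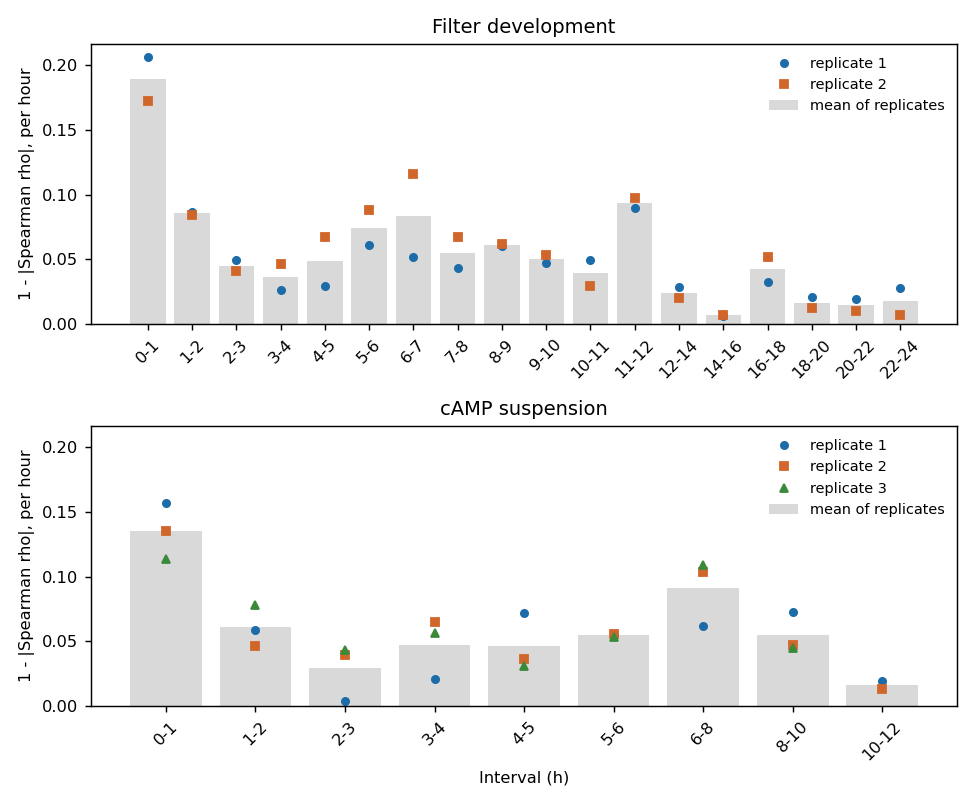
Change per hour between neighbouring time points (1 minus the absolute Spearman correlation, y axis) for each interval (x axis), for filter development (top) and cAMP suspension (bottom). Bars are means and points are replicates. On filters the bar from 0 h to 1 h stands at 0.189, the bar from 11 h to 12 h at 0.0935 and the bar from 14 h to 16 h at 0.00664.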

In the filter series, for example, time points 9 h, 10 h and 11 h were very near one another, with 9 h and 10 h overlapping significantly. This group was separated by a considerable distance from the cluster of time points 12 h, 14 h and 16 h. 

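Within replicates the distance was 0.0503 ± 0.00437 (SD, n = 2) between 9 h and 10 h, 0.0396 ± 0.0142 between 10 h and 11 h and 0.0623 ± 0.0175 between 9 h and 11 h. The replicates of a single hour were farther apart at 9 h (0.0743) and 10 h (0.0771) and 0.037 apart at 11 h. No gene was called at an FDR of 0.01 by edgeR between 9 h and 10 h or between 10 h and 11 h. At an unadjusted p under 0.05 there were 190 and 265 genes among the 9451 tested. A fit with the replicate number as a block, taken from the labels, called no gene over either step and 311 and 401 genes had an unadjusted p under 0.05; the pairing check gave a mean correlation of 0.27.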

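The distance between 11 h and 12 h was 0.0935 ± 0.00524 (SD, n = 2), larger in both replicates than the distance between 10 h and 11 h. After the gap, 12 h and 14 h were 0.0486 ± 0.012 apart, 14 h and 16 h were 0.0133 ± 0.00094 apart and 12 h and 16 h were 0.0641 ± 0.00236 apart. Between 11 h and 12 h, 148 of 9451 genes were differentially expressed, 146 of them up-regulated. With the replicate number as a block, 314 genes were called. The pairing is taken from the labels, and same-numbered samples of different hours had a mean correlation of 0.27 in their deviations. The number moved most, to 555 genes, when only the samples of the 2 compared time points were used in each fit. Between 12 h and 14 h, 5 genes were called. None was called between 14 h and 16 h, where 21 genes had an unadjusted p under 0.05. The block gave 21 genes between 12 h and 14 h and none between 14 h and 16 h, where 38 had an unadjusted p under 0.05. The files do not pair gene identifiers with names. Among genes that changed the same way in both replicates, DDB_G0281007 and DDB_G0290469 had the largest log2 fold changes upward. Both started from 0 reads, so the size of these changes has no measured baseline. DDB_G0281007 had 0 reads in both replicates at 11 h and 45 and 83 reads at 12 h, a log2 fold change of 8.31 (standard error 1.41, adjusted p = 0.0015 from edgeR's quasi-likelihood test). DDB_G0290469 went from 0 reads in both replicates to 64 and 41 reads, a log2 fold change of 7.96 (standard error 1.24, adjusted p = 0.000968 from edgeR). DDB_G0288523 fell by 2.58 on the log2 scale (standard error 0.55, adjusted p = 0.00783 from edgeR), from 394 and 473 reads to 82 and 85. DDB_G0276129 fell by 2.21 (standard error 0.38, adjusted p = 0.00153 from edgeR), from 374 and 211 reads to 85 and 61.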

We interpreted these clusters as representing stages of development in which the population-wide transcriptional state changed rather slowly. The gaps between clusters signified concerted changes in gene expression between developmental stages (Additional file 1: Supplementary results, Additional file 1: Figures S3–S5). Thus the overarching structure of the transcriptome time courses could be summarized as groups of time points with gradually changing cellular physiologies interspersed with dramatic shifts in gene expression. This description is consistent with the clustering of transcriptome samples based on Spearman’s correlations (Additional file 1: Figure S6, S7). 

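Average-linkage clustering of the samples by 1 minus the absolute Spearman correlation first parted the filter samples into 24 samples from 0 h to 11 h and 14 samples from 12 h to 24 h. The next division separated 13 samples from 11 samples inside the early group. The group of 13 held the 5 h sample of replicate 2 and both replicates from 6 h to 11 h, and the group of 11 held the 5 h sample of replicate 1 and both replicates from 0 h to 4 h. In suspension the first division was between 21 samples from 0 h to 6 h and 8 samples from 8 h to 12 h, and the next set apart the 3 samples at 0 h.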

Together, these findings suggest that the rate of development as a whole is uneven–some stages progress faster than others.

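After 2 h, the change per hour on filters ranged between 0.00664 ± 0.00047 (SD, n = 2) from 14 h to 16 h and 0.0935 ± 0.00524 from 11 h to 12 h, a difference larger than the spread between replicates. From the clusters of time points and the gaps between them, the paper proposes that the rate of development is uneven and that some stages progress faster than others.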

### Transcription profile inference depends on temporal resolution

Previous RNA-seq studies described mRNA abundance with rather sparse sampling [16,18], so it was interesting to examine the behavior of genes with known functions at higher temporal resolution. We selected 32 well-characterized, developmentally regulated genes (Additional file 1: Table S3) and plotted their mRNA abundance versus time. First we asked whether the inferred transcription profiles were sensitive to the frequency of sampling, i.e., 1-, 2- and 4-hour time intervals (Figure 2, Additional file 1: Figures S8, S9 and S10). Generally speaking, profiles that changed monotonically or with a simple “on then off” modality were fairly robust to sampling interval, while others displayed more complex patterns only discernible at higher temporal resolution.

The master transcriptional regulator *gtaC,* and several of its putative target genes involved in aggregation (such as the cell-cell adhesion gene *csaA*), looked markedly different at different time scales (Figures 2A, B). The shape of the expression curve, as well as amplitude and timing of peak expression, varied between 1-hour and 4-hour sampling. However, 2-hour sampling was nearly identical to the 1-hour curve, suggesting that 2-hour intervals are sufficiently frequent to accurately describe population-level changes in mRNA abundance.

**Figure 2:**
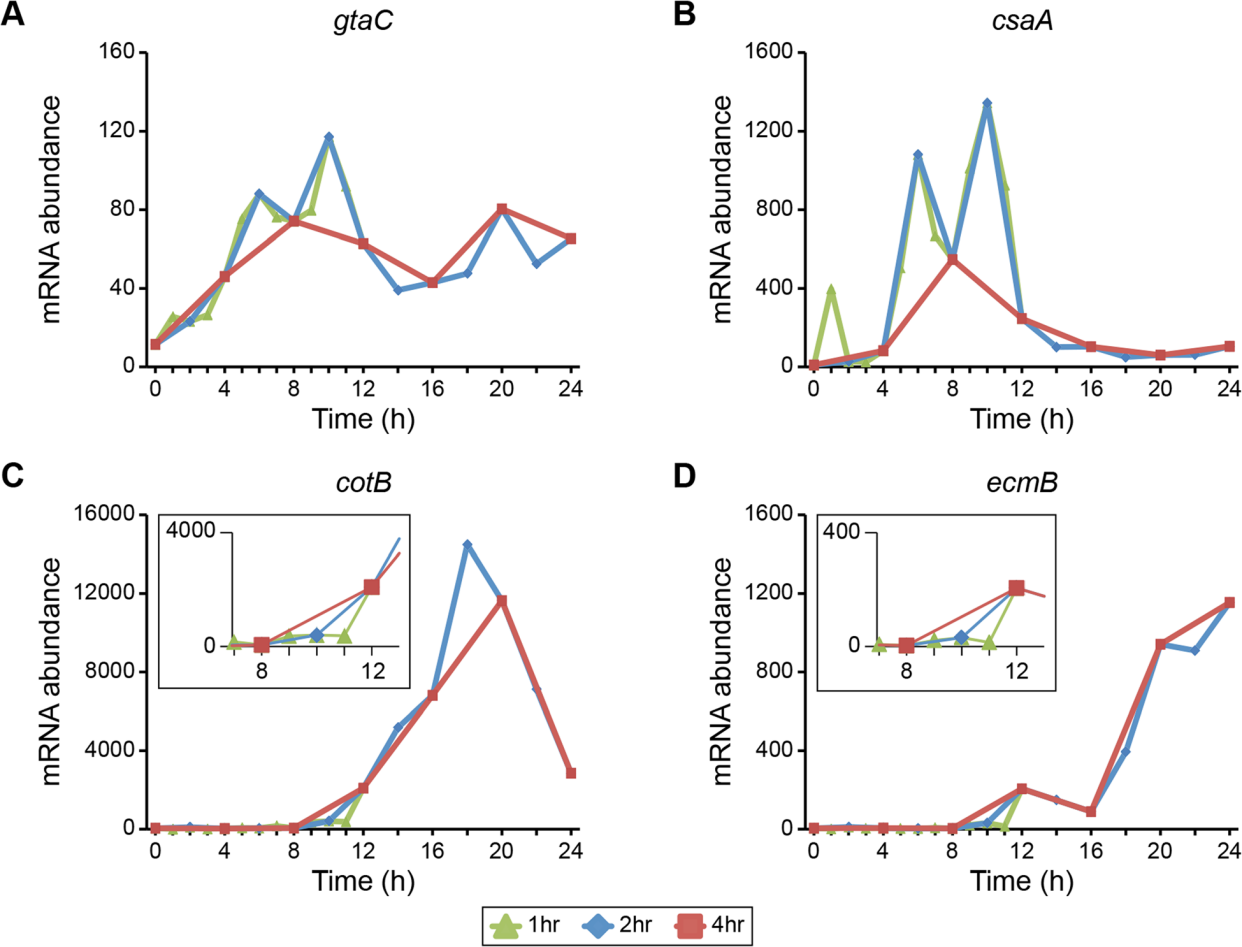
Temporal resolution affects the interpretation of transcription profiles. The standardized mRNA abundance of four developmentally regulated genes (y-axis) is plotted versus time (hours, x-axis). Data are from the filter development experiment. For each gene—*gtaC* **(A)**, *csaA* **(B)**, *cotB* **(C)**, and *ecmB* **(D)**—expression values are included for time points at 1-, 2- and 4-hour intervals, as indicated in the legend below the figure. Each data point represents the average of 2 independent biological replicates. The y-axis scale varies between plots. The insets in **(C)** and **(D)** highlight the 8 h – 12 h time frame.

Identifying the timing of up- or down-regulation can impact the interpretation of gene function or cellular dynamics. The genes *cotB* and *ecmB* are often used to mark the differentiation of prespore and prestalk cell-types, respectively [19]. At 4-hour resolution, the up-regulation of these genes could be inferred to begin sometime between 8 h and 12 h, whereas 1-hour sampling placed their up-regulation precisely between 11 h and 12 h (Figures 2C, D). These analyses revealed the expression of cell-type specific genes was coincident with the major transcriptome shift at that time.

For other genes, such as the chemotaxis-related *phdA*, the 4-hour sample frequency captured the overall shape of the profile, even if small changes were missed (Additional file 1: Figure S8). Likewise, 4-hour sampling of the allorecognition determinants *tgrB1* and *tgrC1* was consistent with the overall shape, but not the precise timing of expression changes, at 1-hour frequency (Additional file 1: Figure S8). Still others, *sigB* for example, were equally well described at all time scales we tested (Additional file 1: Figure S9).

### Transcription profiles during early development reflect differences in exposure to cAMP and physical contact

We compared the transcription profiles of selected genes expressed at 0 h–12 h between cAMP treatment in suspension and development on filters (Figure 3, Additional file 1: Table S3). Many of these genes displayed qualitatively similar profiles between treatments, though interesting differences were observed as well. Several transcription factors (TFs) (reviewed in [20]) were initially up-regulated during starvation and the beginning of development (Figure 3A). The precise timing of onset and peak expression varied between the experimental treatments, however. The genes *mybB* and *srfB* peaked at 3 h in the suspension series, and at 4 h or 5 h on filters; *crtf* and *gtaC* peaked at 6 h in the suspension, and at 10 h in the filter data. This temporal delay in peak expression on filters was consistent with other groups of surveyed genes.

**Figure 3:**
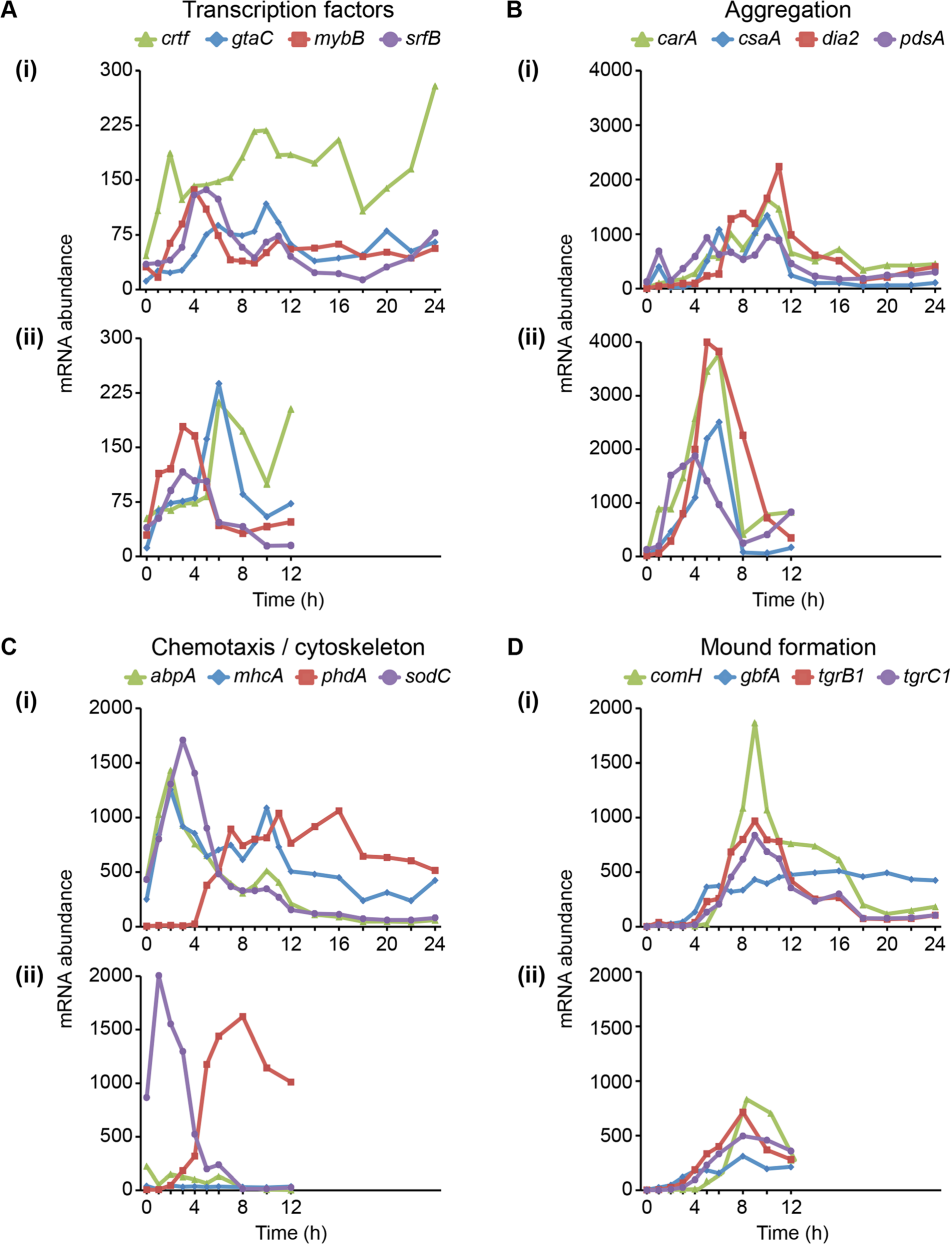
Early development mRNA abundance reflects cAMP experience and physical contact. The standardized mRNA abundance of genes involved in early development (y-axis) is plotted versus time (hours, x-axis). We grouped the genes based on general functional class or developmental process in which they are involved, as indicated above the panels. Legends above the panels indicate the gene names. For each gene category **(A – D)**, data from the filter experiment are shown in the top panel (i) and data from the suspension experiment in the bottom panel (ii). Within each category, the vertical axis scale is constant to facilitate direct comparisons between filter development and liquid suspension. Between categories, the vertical axis scale varies to accommodate different levels of gene expression. Each data point represents the average of 2–3 independent biological replicates as indicated in Figure 1.

Cells in suspension were treated with 30 nM exogenous cAMP, applied at a fixed 6-minute period to all cells in the flask equally. Thus developmental processes that require pulsatile cAMP or entrainment to this signal might be expected to respond more rapidly. Indeed, the most pronounced difference in transcript abundance between treatments was observed among genes that mediate aggregation towards pulsatile cAMP [12] (Figure 3B). Specifically, *carA*, *csaA, dia2 and pdsA* were expressed earlier, more rapidly and to higher levels in the first 6 hours of the suspension treatment than during any time in the filter development. The lower amplitude on filters might be attributable to spatial variation in a field of cells, which likely encounter local differences in cell density and substrate topography, thus resulting in less uniform cAMP signaling and slower entrainment towards synchronicity.

The delivery of cAMP to suspension cells was designed to mimic conditions in actual development—starvation, followed by cAMP pulsing, then by high constant levels of cAMP. We asked whether the effects of changing the cAMP regime from pulsing to constant levels were indeed mirrored in the filter-developed samples. In the suspension samples, expression of aggregation genes peaked at 6 h, followed by a sharp down-regulation between 6 h and 8 h (Figure 3B [ii]). The downturn corresponded to the change from pulsatile to bulk cAMP. A similar down-regulation in transcript abundance was observed in the filter samples between 10 h and 12 h (Figure 3B [i]). During this time interval, cells on filters developed into tight aggregations and mounds, where they were expected to experience higher levels of accumulated cAMP. Together these data further indicate that the exogenous cAMP regimen elicits a transcriptional response highly similar to early development on solid support. This result is consistent with the earliest comparisons between cells signaling in suspension and those undergoing development [21].

Developmental gene expression not only depended on cAMP, but also on physical cues such as contact with the substratum. Pulsed cells displayed differential expression of the chemotaxis-related genes *sodC* and *phdA,* but not of the cytoskeletal genes *abpA* or *mhcA*, which are also required for motility [22-26] (Figure 3C [ii]). All four of these genes were differentially regulated in the filter-developed cells (Figure 3C [i]). The failure to turn on these cytoskeletal genes in suspension represents a major difference in transcriptional response between the two experimental treatments.

In order for *D. discoideum* to develop beyond the aggregation stage into mounds, amoebae must clear a checkpoint established by the allorecognition genes *tgrB1* and *tgrC1* [27,28]. The *tgr* genes were expressed nearly identically between treatments, though they accumulated to higher levels on filters (Figure 3D). Two transcription factors involved in the transition from aggregates to mounds, *gbfA* and *comH* [29,30]*,* also displayed temporally consistent expression between treatments, though *comH* abundance spiked higher on filters. Thus the expression of genes required for mound formation and tissue-grade organization was largely robust to differences in cAMP regimen and substratum contact.

### Late development mRNA abundance marks timing of cell differentiation and morphogenesis

We examined the transcription profiles of select genes involved in later cell-type differentiation, morphogenesis, and culmination (Figure 4), searching for shifts in mRNA abundance coincident with major developmental transitions. We first considered the expression of several transcription factors that regulate late developmental events [20]. All of the plotted TFs began to accumulate transcripts gradually prior to the multicellular transition. At 16 h, *cudA* and *mybE* were up-regulated sharply, while *dimB* and *dstC* continued on a more graded trajectory (Figure 4A). The difference in temporal dynamics of TF expression might reflect the nature of regulatory interactions with their targets. Even at peak expression, the mRNA abundance of the transcription factors was lower than that of other classes of genes, especially genes whose products contribute to structural composition. This finding is consistent with previous observations about the relationships between level of transcript abundance and predicted gene function [16].

Examples of highly expressed structural genes included the prespore genes *cotB* and *pspA* [31]. Both showed rapid accumulation beginning between 10 h and 12 h, leading to high levels between 16 h and 18 h (Figure 4B). Highlighting its utility as a sporulation marker [32,33], *spiA* was up-regulated between 18 h and 20 h, and accumulated rapidly through 24 h. The expression profile of *acbA* was consistent with its known housekeeping function during vegetative growth, and a signaling function in terminal spore differentiation [34,35] (Figure 4B). Expression of the prestalk genes *ecmA, ecmB and ecmF* ([19,36], could be detected as early as 12 h, but were up-regulated more dramatically between 16 h and 18 h (Figure 4C). Structural prestalk transcripts accumulated to levels an order of magnitude less than those of the surveyed prespore genes, probably due in part to the 1:4 ratio of prestalk to prespore cells in the multicellular body. The gene expressed the latest among this set was *rtaA*, thought to indicate the differentiation of the prestalk subset pstU cells [37]. In general, the initial up-regulation of cell-type specific genes between 10 h and 12 h, and 16 h and 18 h, coincided with the gaps and rapid differential expression intervals in Figure 1 and Additional file 1: Figure S5.

**Figure 4:**
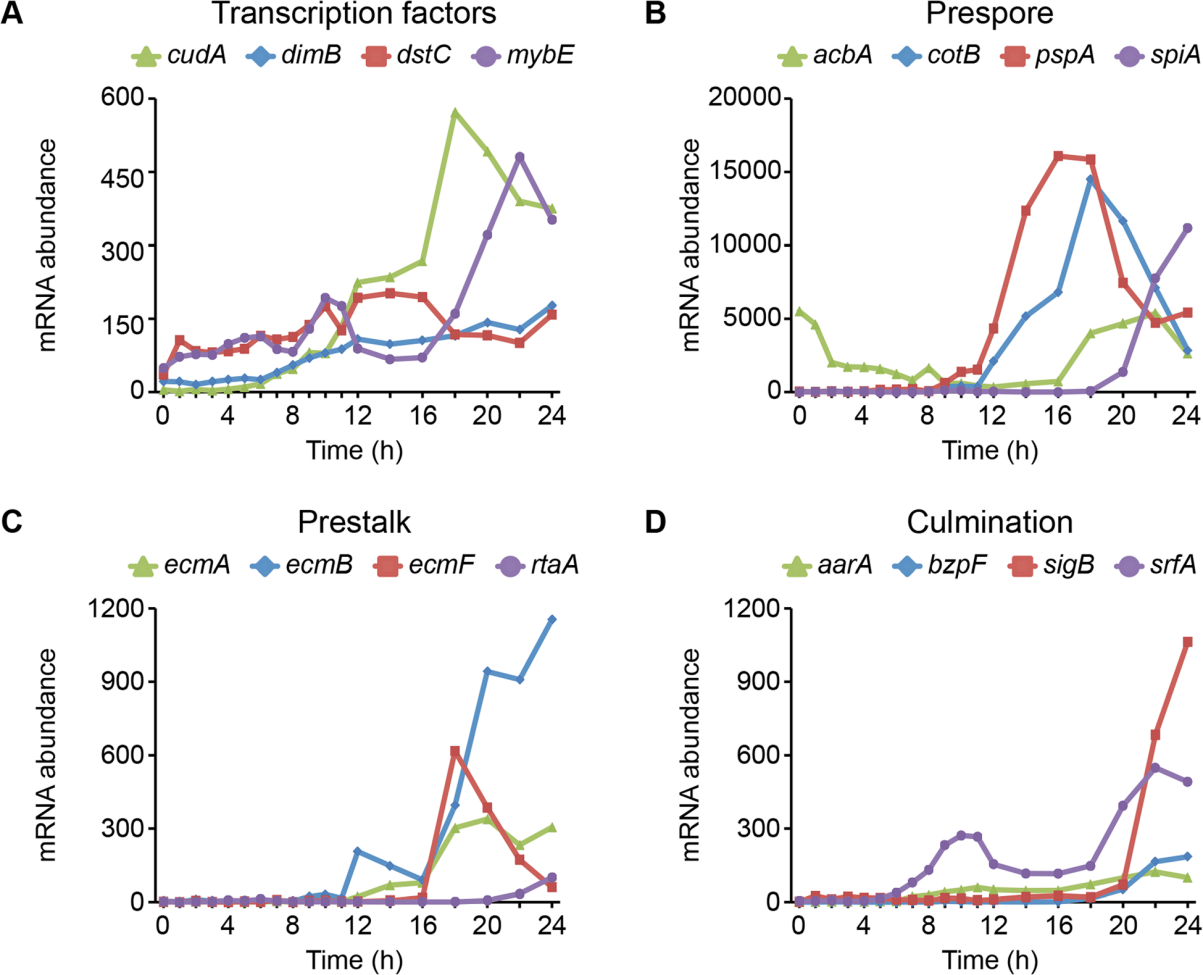
Cell-type specification coincides with major changes in transcriptome phenotype. The standardized mRNA abundance of genes involved in later development (y-axis) is plotted versus time (hours, x-axis). Data are from the filter development experiment. We grouped the genes based on general functional class or developmental process in which they are involved **(A – D)**, as indicated above the panels. Legends above the panels indicate the gene names. The vertical axis scale varies to accommodate different levels of gene expression. Each data point represents the average of 2 independent biological replicates.

Lastly, various transcription factors and membrane-associated proteins involved in culmination and fruiting body formation were expressed in the last 4 to 6 hours of development (Figure 4D). These data suggest that our samples followed stereotypic developmental progression. Prespore and prestalk cell types could be differentiated by changes in expression between hours 11 and 12, coincident with the transition between tight aggregate and mound stages of development. Specific subtypes of cells continued to differentiate with the expected timing through the slug and culmination stages.

### Overlapping biological processes are regulated at variable time scales

To explore what biological processes are regulated during development, we tabulated lists of differentially expressed genes counted in each k-hop comparison throughout development (Additional file 1: Figure S5, Additional file 7) and performed Gene Ontology (GO) enrichment analysis to identify biological processes up- or down-regulated at various intervals in development (Additional file 8). 

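Lists of differentially expressed genes were rebuilt from the read counts with edgeR at an FDR of 0.01. Up-regulated genes were counted looking back from a reference time point and down-regulated genes looking forward, over 1 to 4 h. At 12 h on filters the rebuilt list held 555 up-regulated genes and the paper's list held 516, with 414 genes (80.2% of the paper's) in both. At 18 h it held 317 genes against the paper's 252, with 180 (71.4%) in both. For down-regulation from 0 h, 893 genes were called against the paper's 735, with 602 (81.9%) in both. In suspension at 8 h, 1970 up-regulated genes were called against the paper's 2071, with 1690 (81.6%) in both. Other lists shared less with the paper's. From 16 h on filters, 319 down-regulated genes held 312 (27.2%) of the paper's 1147, and from 14 h, 20 genes held 12 (9.3%) of the paper's 129. From 5 h in suspension 185 (36.7%) of the paper's 504 down-regulated genes were in both, and at 10 h 935 (52.9%) of its 1767 up-regulated genes. Over the 32 lists in which the paper has at least 100 genes, the share of the paper's genes found here had a median of 81.5% and ranged from 9.3% to 96.2%. A longer list here can raise this share. The 96.2% was for up-regulation at 4 h in suspension, with 1932 genes here against the paper's 905. At 1 h on filters the share was 92.3%, with 132 genes in both, of 685 here and the paper's 143. The 32 lists leave out up-regulation in suspension at 1 h and 2 h. There 644 and 834 genes were called, and no gene was counted in the paper's lists. The files do not pair identifiers with names or GO terms, and GO enrichment was not analysed here.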

Rather than treating GO enrichment as a definitive result, we approached this analysis as an exercise in hypothesis generation.

By comparing some of these processes with the developmental timeline, we were able to postulate which cellular and biochemical activities align with morphological progression (Figure 5). Of the subset of enriched GO terms illustrated here, some were well known and expected. We observed an expected reduction in ribosome biogenesis at 0–2 h, an increase in cAMP metabolism mRNA abundance at 4–8 h, increased Differentiation Inducing Factor 1 (DIF-1) biogenesis between 16–18 h and an increase in sporulation morphogenesis mRNA abundance toward the end of development. We also observed others, such as reactive oxygen response at 8-12 h, that have received less attention in the field.

**Figure 5:**
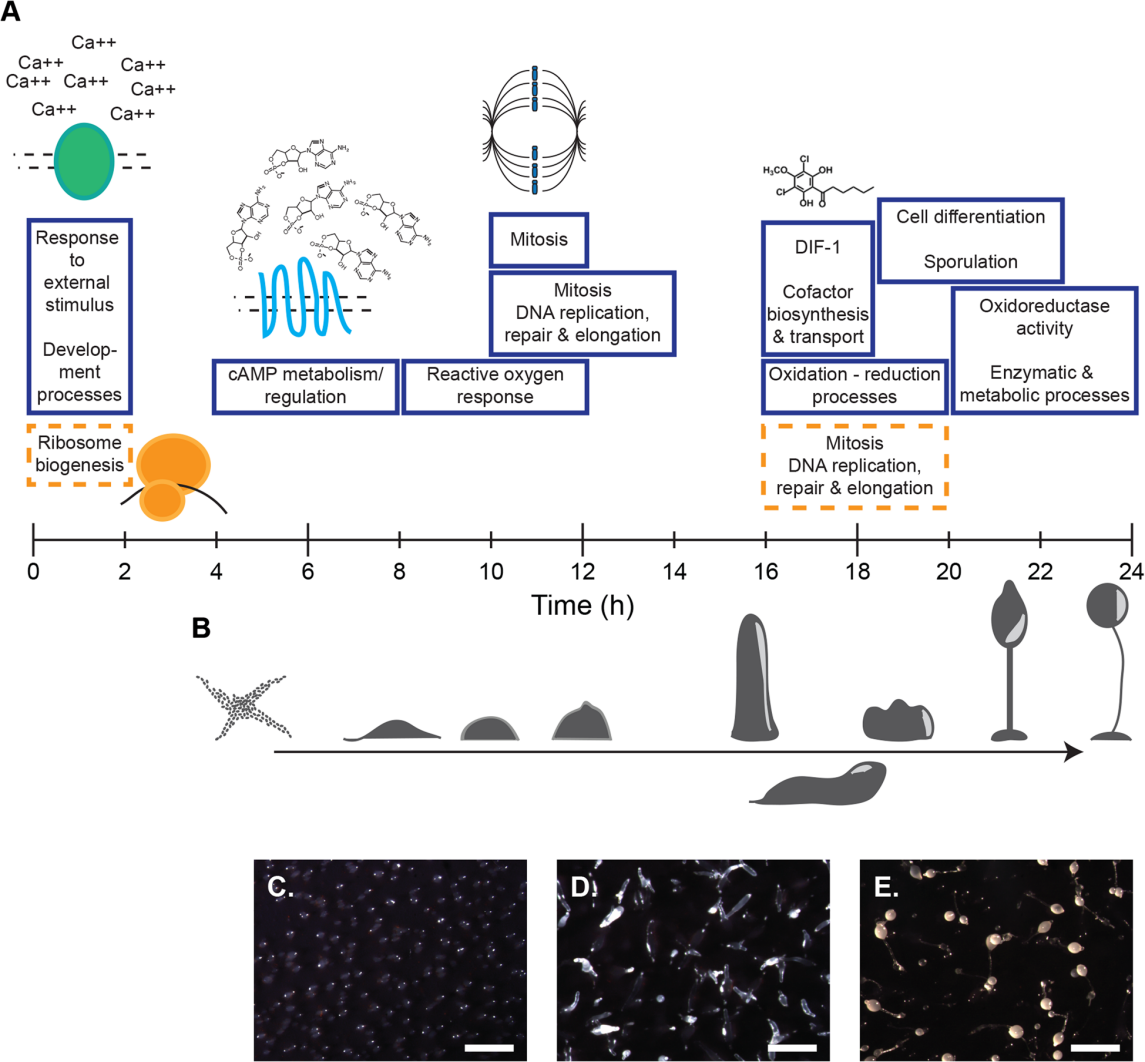
Differential expression of functional modules during development. For the filter development experiment, we analyzed the GO term enrichment for all DE genes in the rapid and gradual k-hop intervals at each time point (see Additional file 1: Figure S5A). **(A)** Selected terms are illustrated over the 24-hour developmental timeline. Solid blue boxes correspond to up-regulated genes and dashed orange boxes to down-regulated genes. The width of each box indicates the time delta in which the corresponding GO term is enriched. **(B)** A cartoon of developmental morphogenesis, with micrographs corresponding to **(C)** 12-hour mounds, **(D)** 16-hour slugs, and **(E)** 24-hour fruiting bodies. Micrograph scale bars represent 1 mm.

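Within windows of 1 to 2 h, 299 genes were up-regulated at 12 h on filters and 239 at 18 h, of 9451 tested with edgeR at an FDR of 0.01. With the replicate number as a block, taken from the labels, the numbers were 439 and 422, and the mean correlation of same-numbered samples that checks the pairing was 0.27. The alternative that moved both numbers most was the Wald test of DESeq2, with 560 and 571 genes. Between 10 h and 12 h, 276 genes were up-regulated and 6 were down-regulated. Between 16 h and 18 h, 239 were up-regulated and 8 were down-regulated. At 1 h and 2 h, 685 and 672 genes were up-regulated within 1 to 2 h, at 2 h mainly in the comparison with 0 h (662 genes). From 3 h on, no reference hour other than 12 h and 18 h had more than 84 such genes. Other settings gave more at these hours: 8 h had 225 genes and 6 h had 205 with DESeq2, 8 h had 217 at an FDR of 0.05, and 4 h had 133 and 8 h had 125 with the replicate block.

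**Figure D2:**
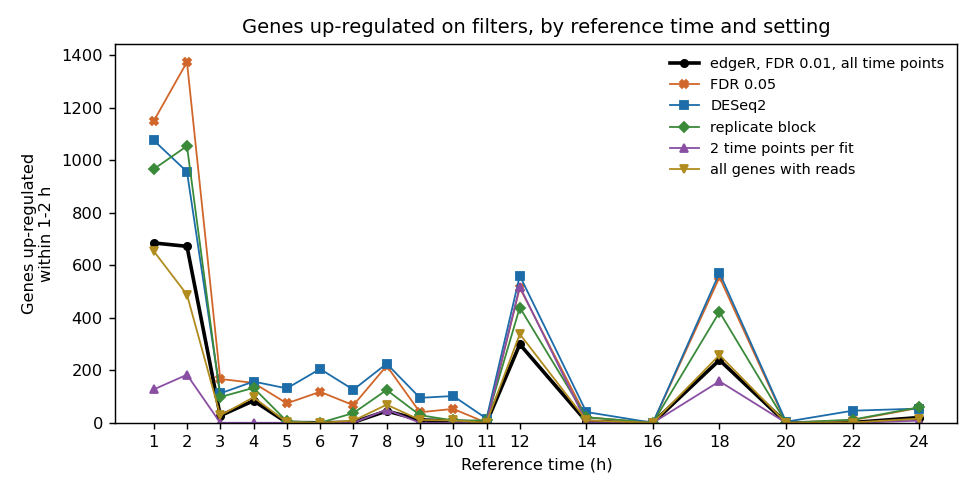
Number of genes up-regulated within 1 to 2 h (y axis) at each reference time on filters (x axis), with 1 line for each setting of the test. All settings have peaks at 12 h and 18 h, and the line for edgeR with all time points stands at 299 and 239 there and at 685 at 1 h.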

The rapid intervals of highest synchrony were 10 h–12 h and 16 h–18 h. These contained DE genes enriched for GO terms related to mitosis, and to organic signaling molecule pathways and co-factor synthesis and transport, respectively (Figure 5A). GO terms related to managing cellular energetics and redox chemistry, such as reactive oxygen species and oxidation-reduction processes, were up-regulated at more than one interval over the course of development. 

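Looking forward from 0 h on filters, 855 of 9451 genes were down-regulated within 1 to 2 h in edgeR's test at an FDR of 0.01. With the replicate number as a block the number was 1180. Over the alternatives it ranged from 440, when each fit held only the 2 compared time points, to 1426, at an FDR of 0.05. Looking forward from 16 h, 319 genes were down-regulated within 4 h, 8 of them within 2 h. The fit with a replicate block called 548 genes from 16 h. The pairing comes from the labels, with a mean correlation of 0.27 between deviations of same-numbered samples. From 2 h, 437 genes were down-regulated within 4 h. The genes behind the GO terms were not analysed here, because the files do not pair identifiers with names.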

The two intervals of major down-regulation included enriched terms pertaining to ribosome biogenesis from 0 h–2 h, and genes associated with mitosis and DNA replication, repair and elongation between 16 h and 20 h. Many genes in this latter set were among those up-regulated between 10 h and 12 h, during which time the prespore cells, already in G2-phase, undergo cell division and transition to G1-phase [38-40].

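Of the 299 genes up-regulated at 12 h within 1 to 2 h, 125 (41.8%) were among the 319 genes down-regulated from 16 h within 4 h. These are 39.2% of the down-regulated genes. Among the other genes tested on filters, 2.1% were down-regulated from 16 h, an odds ratio of 33.1 over 9451 genes (Fisher's exact test, two-sided, p = 2.85e-111). The test is across genes, and genes are not independent replicates.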

Visual inspection of development on filters confirmed the highly reproducible morphological progression. We observed tight aggregates at 10 h–14 h (Figure 5C), fingers at 16 h–18 h (Figure 5D) and fruiting bodies at 22 h–24 h (Figure 5E). The uniformity of the filters underscored the synchrony of structural changes within and between multicellular bodies in a developing field.

## Discussion

### Cellular transitions are reflected in unevenly spaced transcriptome trajectories

*Dictyostelium discoideum* development requires coordination between many tens of thousands of individual cells coalescing to form multicellular organisms [1,3]. The developing field continues to display remarkable synchrony within and between distinct multicellular structures as they pass through each morphological stage. Recent RNA-seq time course studies offered significant gains in detail over previous microarray efforts, but lacked the temporal resolution to address how changes in gene expression precisely correspond to developmental progression [4,12,16-18].

The data generated in our current study complement previous efforts, clarifying the relationships between transcriptome and morphology during development, and greatly expanding the community’s resources to study developmental gene expression. We benefited from the quantitative depth of RNA-seq and sampled every hour or two, the highest temporal frequency of any study in the field to date. But our analysis also surpasses previous work in our ability to link detailed mRNA abundance profiles to global trends, biological process enrichment and morphological progression. We found that the developmental transcriptome is characterized by intervals of gradual change punctuated by concerted shifts in gene expression. Consistent with previous studies, the major changes in transcriptome state corresponded to starvation, multicellular differentiation and culmination.

The transcriptome is only one aspect of development, however. Global patterns of gene expression alone do not reveal the regulation or governance of the stereotypic developmental progression. Rather, it may be more useful to think of the transcriptome as a quantitative phenotype, a read-out of the population average of cellular behavior or physiology [4,41]. Intervals of gradual transcriptional change might result from the need to entrain a dispersed population to a soluble signal [7,8,15]. For example, the differential expression of genes during cAMP-mediated aggregation was relatively gradual, possibly reflecting heterogeneity in the sensing, processing and propagation of this signal in the developing field of cells. This interpretation is supported by the observation of nearly twice as many DE genes up-regulated in the suspension treatment relative to the filter development experiment. 

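On filters, the numbers of up-regulated genes at the reference hours from 4 h to 8 h added up to 132 within windows of 1 to 2 h and 1753 within windows of 3 to 4 h, so windows of 1 to 2 h held 7.0%. A gene called at more than 1 reference hour is counted at each. At 12 h the corresponding numbers were 299 and 256 genes (53.9%). No gene was called between neighbouring hours from 4 h to 7 h, although 417 genes from 4 h to 5 h, 403 from 5 h to 6 h and 1087 from 6 h to 7 h had an unadjusted p under 0.05. A fit with a replicate block, taken from the labels with a mean correlation of 0.27 between same-numbered samples, called 8 genes from 6 h to 7 h and none over the other 2 steps, where 562 and 664 had an unadjusted p under 0.05. DESeq2 called 4 genes from 4 h to 5 h, 39 from 6 h to 7 h and none from 5 h to 6 h, where 557 had an unadjusted p under 0.05. In suspension, the reference hours from 3 h to 6 h added up to 1566 genes within 1 to 2 h and 4331 within 3 to 4 h (26.6%). The shares moved with the test, under settings compared after seeing the data. On filters the share within 1 to 2 h was 9.9% with the replicate block, 14.7% at an FDR of 0.05, 22.5% with DESeq2 and 5.4% when each fit held only the 2 compared time points. In suspension it was 37.0%, 38.2%, 37.8% and 20.9% under the same settings. The change per hour on filters was 0.0486 ± 0.0268 (SD, n = 2) from 4 h to 5 h, 0.0745 ± 0.0195 from 5 h to 6 h and 0.0838 ± 0.0449 from 6 h to 7 h. At 6 h the filter replicates lay 0.135 apart, the largest distance between replicates of one hour.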

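Between 0 h and 12 h, 4870 distinct genes were up-regulated in suspension and 2326 on filters, in comparisons of time points 1 to 4 h apart with edgeR at an FDR of 0.01. The ratio is 2.09. With the replicate number as a block, taken from the labels, the ratio was 1.84, from 6181 and 3363 genes. The mean correlation of deviations between same-numbered samples was 0.32 in suspension and 0.27 on filters. Suspension had 3 replicates and a median of 11630085 reads per sample, and filters had 2 replicates and a median of 5459141 reads.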

In suspension the application of cAMP was uniform, and the DE response more immediate and intense than on the spatially heterogeneous filters.

Times of rapid mRNA accumulation, alternatively, might fulfill a need to quickly generate sufficient macromolecules, i.e. signaling compounds such as DIF-1 or structural components like spore coat proteins, before cells transition to a new identity [42-44]. 

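Among the 18 reference hours from 1 h to 24 h on filters, 12 h had rank 3 and 18 h had rank 4 by the number of genes up-regulated within 1 to 2 h, with 299 and 239 genes. The hours above them were 1 h with 685 genes and 2 h with 672 genes. Both rest mainly on the comparison with 0 h: 662 genes rose from 0 h to 2 h and 19 from 1 h to 2 h. At 12 h the windows from 10 h and 11 h were pooled, while 18 h had only the window from 16 h. When only the samples of the 2 compared time points were used in each fit, 12 h had rank 1 with 519 genes and 18 h rank 3 with 158 genes, and 2 h came between them with 183. At an FDR of 0.05 and with DESeq2, 18 h had rank 3, with 554 and 571 genes, and 12 h had rank 4, with 514 and 560. These ranks were compared after seeing the data.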

The two most predominant instances of differential up-regulation in our data coincided with the transition from aggregates to mounds and the transition from finger to culminate stage. Both of these morphological transitions involve cell-type specification, and thus the adoption of specific molecular identities by large subsets of cells in the population (reviewed in [19]). Another possibility is that rapid shifts in mRNA abundance occur once a critical proportion of the cell population reaches a transcriptional checkpoint. If this were the case, one would expect the population average transcriptome to change at some background pace until the checkpoint threshold is reached, then the cells quickly transition to a new state.

### Temporal coincidence of mRNA abundance associated with multicellularity, energetics and signaling

We expected to see considerable transcriptional changes at the beginning of the time series. 

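From 0 h to 1 h on filters, 685 genes were up-regulated and 559 were down-regulated, and from 0 h to 2 h the numbers were 662 and 630, of 9451 tested with edgeR at an FDR of 0.01. In suspension, before the first cAMP pulse, 644 genes were up-regulated and 872 down-regulated from 0 h to 1 h, and 830 and 1182 from 0 h to 2 h, of 9677. The distance between 0 h and 1 h was 0.189 ± 0.0246 (SD, n = 2) on filters and 0.135 ± 0.0212 (SD, n = 3) in suspension. A fit of all 67 samples tested whether the change from 0 h to 2 h differed between the experiments. It differed for 23 of 8987 genes, with the larger rise or smaller fall on filters for 20 of them. With the replicate number of each experiment as a block, taken from the labels, 69 genes differed. The pairing check gave a mean correlation of 0.27 on filters and 0.32 in suspension.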

Much of this should reflect the starvation response, while some undoubtedly results from the experimental manipulation of the cells. Significant down-regulation of ribosome biogenesis genes was consistent with known physiological changes characteristic of starvation [45,46], and suggests that other processes enriched for DE genes might be part of the starvation response as well. Enrichment of up-regulated genes confirmed that cells are primed from the onset of starvation to receive external cues, including calcium and cAMP [15,47,48]. These results corroborate published findings that some of the core cAMP relay genes, such as *acaA* and *carA*, are initially expressed prior to cAMP pulsing, and then accumulate further in response to continued cAMP exposure [12,49].

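Between 10 h and 12 h, 276 genes were up-regulated and 6 were down-regulated on filters. From 11 h to 14 h the numbers were 480 and 70, and from 10 h to 14 h they were 533 and 110, of 9451 genes tested with edgeR at an FDR of 0.01. In other windows of 4 h, 633 genes were up-regulated and 317 down-regulated from 16 h to 20 h, and 275 and 209 from 0 h to 4 h. From 0 h to 1 h, 685 genes were up-regulated.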

The timing of the most dramatic up-regulation of mRNA abundance took place between 10–11 h and 12–14 h of development. This interval appears as the largest gap on the 2D plots. 

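Of the interval that the paper names, only the step from 11 h to 12 h was ranked. On the plane of PC1 and PC2 of the filter samples alone, the mean positions of 11 h and 12 h were 34.0 apart, rank 3 among the 18 steps. The gaps from 16 h to 18 h (85.7), which spans 2 h, and from 0 h to 1 h (67.7) were larger. The mean distance of the replicates from the mean of their hour was 9.5 at 11 h and 5.2 at 12 h, 7.8 at 16 h and 13.5 at 18 h, and 26.5 at 0 h and 5.1 at 1 h. The gap from 11 h to 12 h had rank 2 by MDS, rank 2 with log2(RPKM + 1) centred and rank 5 with log2(RPKM + 1) standardized. When the samples of both experiments were placed in one PCA, a setting chosen after seeing the data, the gap from 11 h to 12 h was 32.7 and had rank 1, the gap from 16 h to 18 h was 29.4 and the gap from 0 h to 1 h was 27.7.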

Comparing these data with observed morphological changes indicates that the largest change in transcriptome state of any time in development coincides with the transition from aggregates to multicellularity. Van Driessche and colleagues (2002) demonstrated that this major transcriptional shift at the transition to multicellularity is robust to both amoebae strain and nutritional history. This timing also overlaps with a major burst of mitochondrial DNA replication that occurs prior to prespore cell division [38-40,50]. Other reports argue that nuclear DNA replicates during this time as well, although newly synthesized DNA labeled with 5-bromo-2-deoxyuridine has been observed only in the mitochondrial fraction [50,51]. Differentially expressed genes between these time points are strongly enriched for GO terms related to DNA replication, mitosis and associated processes and reactive oxygen response.

When *D. discoideum* begin to develop, they no longer consume food. Thus the energy required for aggregation and multicellular development must come from internal stores [52]. Cellular energetics requires considerable mitochondrial and cell membrane activity [53-57]. In *Dictyostelium,* mitochondria genome encoded transcripts are not poly-adenylated, and therefore cannot be quantitatively analyzed in our data due to the poly-A selection used for mRNA purification. However, prior work suggests that some of these genes are essential for development and differentiation [57]. In addition to potentially causing cellular harm, byproducts of respiration such as reactive oxygen species (ROS), may play an active role in developmental signaling [58]. One recent study in mice concluded that mitochondria-derived ROS were critical mediators of epithelial and hair follicle differentiation [59,60]. During early development in *D. discoideum*, ROS are thought to play a signaling role related to cAMP-mediated aggregation [61]. Ectopic superoxide scavengers or over-expression of a dismutase enzyme inhibited aggregation. This result is consistent with the observed differential expression of the superoxide dismutase gene *sodC* during aggregation.

We found that genes related to ROS and redox chemistry were differentially expressed at multiple time points, namely around the time of mtDNA replication and mitosis and later during the generation of soluble signaling macromolecules such as DIF-1 (16 h — 20 h). Among the genes turned on was the prespore specific catalase *catB*, a target of SrfA that catalyzes the decomposition of hydrogen peroxide and is essential to late development and spore viability [62,63]. Of the seven superoxide dismutase genes annotated in the *D. discoideum* genome, *sodD* was differentially expressed during this later stage of development as well. The overlap of redox processes with the expression of various cell-signaling pathways in *D. discoideum* could indicate that ROS modify signaling macromolecules in some functional way [58]. Interactions between ROS and transcription factors are also well documented in various higher eukaryote models [64]. These possibilities remain to be tested in *Dictyostelium*, and might represent interesting examples of evolutionary conservation in the interplay between metabolism and developmental signaling.

### Synchrony between developing structures

Development in *D. discoideum* is so well synchronized from aggregation through fruiting body maturation that Sydney Brenner, tongue-in-cheek, dubbed it “molecular fascism” [65]. The entrainment of aggregating cells to pulsatile cAMP is a well-characterized process [8,15]. Numerous pathways also have been identified that govern multicellular signaling (reviewed in [8]). Some of these are mediated by membrane bound proteins and require cell-cell contact [27,28]. Others use soluble molecules such as various polyketides that direct prestalk and prespore fates, and spore maturation, i.e. DIF-1, Spore Differentiation Factor 1 (SDF-1) and SDF-2 [66,67]. Additional signals are relayed by gamma-aminobutyric acid (GABA), glutamate, and steroids [68-70].

Despite a fairly robust picture of signaling within developing structures, little is known about how distinct multicellular structures arising from the same population develop in tight lock-step with one another. Perhaps the initial cAMP-mediated coordination sets a precise molecular clock that keeps time in each aggregate through late development. Alternatively, multicellular structures might be kept in sync by shared environmental cues such as ammonia, alkalinity, moisture and light [71-74]. Another possibility still is that the organisms signal to one another using volatile compounds. For instance, ROS have been implicated in regulating long distance signaling between developing leaves in *Arabidopsis* [75]. These molecules conceivably could be involved in synchronizing culmination and fruiting body formation between multicellular structures. Alternatively, the *Dictyostelium* genome encodes numerous enzymes that synthesize aromatic compounds, several of which are developmentally regulated [76,77]. Perhaps some of these produce cues that help synchronize late development. The transcriptome time course data enable us to determine which candidate genes are expressed at the appropriate times to contribute to developmental coordination. Understanding the molecular genetic bases for late developmental synchrony, and the evolutionary fitness benefits of such a system, offer promising opportunities for future research.

### Comparisons between experimental treatments

Directly comparing the transcriptome dynamics between cells developed on filters with those treated with cAMP in suspension yielded some interesting biological observations and useful technical information. The inclusion of the suspension data provided a time series with defined inputs that mimicked morphological or behavioral transitions. These proved consistent with our inference that clustering of transcriptome trajectory points represented gradual change in mRNA abundance at the population level, while gaps in the trajectory reflected major physiological changes. Despite the major differences in assay set-up, the suspension transcriptomes represented the progression of early development quite well [21].

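For each of the 8987 genes expressed in both experiments, the profile of log2(RPKM + 1) over the 10 shared hours was compared between filters and suspension, as means of replicates. The median Pearson correlation across genes was 0.55, and 55.5% of genes had a correlation above 0.5. For 10.2% of genes the correlation was negative. When each gene on filters was set against another gene drawn at random from suspension, the median was 0.02 and 21.1% were above 0.5. Between the 2 filter replicates the median was 0.69, with 73.6% above 0.5. That value compares single replicates, which are noisier than means, so it cannot be set directly against 0.55. The hours were not shifted for the difference in timing between the experiments. Genes are not independent replicates, so these values describe the profiles and are not tested.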

Many genes show the same profiles in cells pulsed in suspension as cells developed on filters. The cumulative data increases our confidence in the patterns, and tell us that there are few significant signals that the cells pulsed in suspension do not get in the first half of development. Further, the high temporal resolution of these data allows us to recognize more clearly those genes that start to accumulate mRNAs at the same time. Going forward, researchers who rely on suspension cAMP treatment to prime cells for chemotaxis or other developmental assays may benefit from knowing exactly how genes and processes behave relative to solid-support development.

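The ratio of distinct up-regulated genes in suspension to those on filters, 2.09 from 0 h to 12 h, moved with the replicates used. When each suspension replicate was left out in turn, the ratio was between 0.94 and 1.87, and the lowest value came without replicate 2, with 2178 genes in suspension. With DESeq2 in place of edgeR it was 1.54, and with the replicate number as a block it was 1.84. It was 1.99 when the suspension counts were thinned to the median depth on filters, a setting chosen after seeing the data. From the larger number of genes in suspension, the paper proposes that the cells experienced the concentration and the periodicity of the cAMP signal more uniformly.

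**Figure D3:**
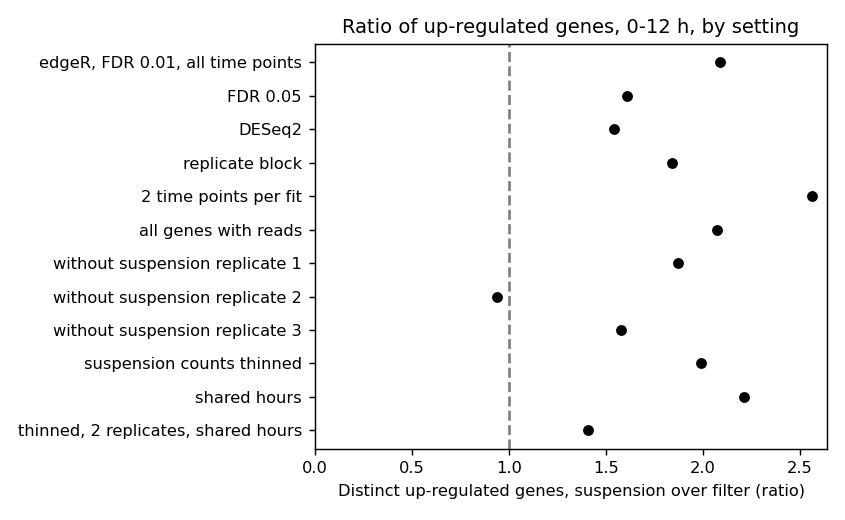
Ratio of distinct up-regulated genes in suspension to filters from 0 h to 12 h (x axis) under each setting (y axis); the dashed line marks a ratio of 1. The ratio of 2.09 moved to 0.94 without suspension replicate 2, the only plotted setting below 1, and to 2.56 when each fit held only the 2 compared time points.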

The major difference in transcriptional response between experiments was the differential expression of approximately twice as many genes in the suspension treatment than the filter treatment. As mentioned above, we suggest that this result reflects the uniformity of cAMP experience among the population of cells in suspension, both in terms of the concentration and the periodicity of the signal. Further, the transcriptional patterns were more advanced in cAMP pulsed cells relative to filter-developed cells by about 4 hours. 

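Each suspension sample was matched to the filter time point with the highest mean Spearman correlation over both filter replicates, across 8987 genes. From 3 h to 12 h in suspension, the best matching filter time was later by 3.54 ± 0.81 h (SD, n = 3), with 2.71 h, 3.57 h and 4.33 h in replicates 1, 2 and 3. Replicate 3 has no sample at 12 h, so its mean covers fewer hours. At 3 h the mean difference was 0.67 h. It was 5.0 h at 6 h, where all 3 replicates matched 11 h on filters, and 5.33 h at 10 h. At 0 h all replicates matched 0 h. At 1 h and 2 h all 3 replicates matched 3 h on filters, later by 2.0 h and 1.0 h, although the cAMP pulses began only at 2 h. Leaving out filter replicate 1 moved the mean most, to 2.71 h. With all genes or with Pearson's correlation the mean stayed between 3.37 h and 3.4 h. Some matched filter hours are hard to tell from their neighbours. Distances were 0.0396 between 10 h and 11 h and 0.0133 between 14 h and 16 h, and no gene was called over either step. After 12 h the filter samples came only every 2 h.

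**Figure D4:**
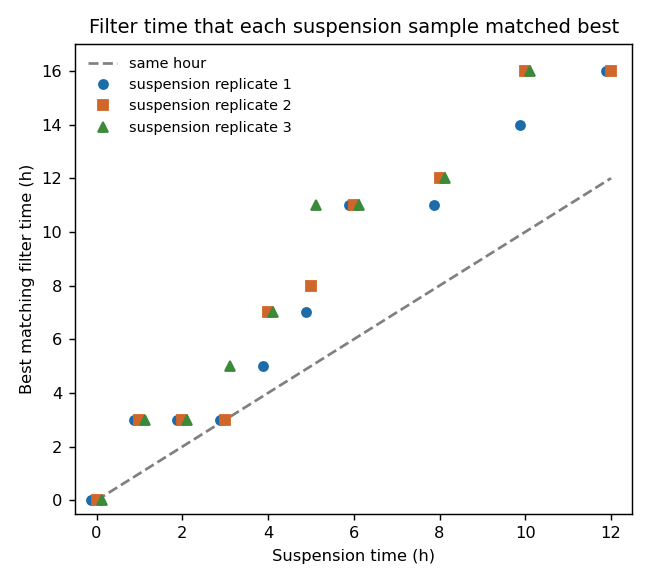
Filter time that each suspension sample matched best (y axis, h) against its own time (x axis, h). Points are the suspension replicates and the dashed line marks the same hour. At 6 h all replicates match 11 h, and at 0 h they lie on the line.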

Could this speed up be the consequence of having full amplitude pulses starting at 2 h in suspension but maybe not until 6 h on solid support? On filters the cells have to entrain each other for the whole filter to get a full amplitude pulse. Or could it be the result of having regular 6-minute pulses when cAMP is added exogenously, while on filters the signal might be more irregular? The regularity and amplitude of the cAMP pulse could affect the level of nuclear active GtaC, which would have major consequences for the transactivation and repression of certain genes [78]. Consistent with this hypothesis, we observed roughly 2-fold more *gtaC* mRNA in the suspension treatment. The four “aggregation” genes shown in the expression profile panels are all putative transcriptional targets of GtaC [78,79], and also displayed 2-fold higher transcript abundance in suspension.

Further analyses of these data may focus on identifying additional co-regulated transcriptional regulators and target genes. The enhanced temporal resolution of these data provides more informative transcription profiles than previous studies. Perhaps clustering of genes by expression pattern will yield improved hypotheses regarding shared regulation and function. As future studies examine the phenotypic consequences of transcription factor knockout mutations, as well as the binding specificity of important transcriptional regulators, these data will serve as a critical reference point for inferring regulatory interactions. To facilitate exploration by the larger community, user-friendly analysis tools for these data are available at dictyExpress [www.dictyExpress.org], and the complete time series data sets are accessioned at the NCBI Gene Expression Omnibus [GEO: GSE61914; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=glcluooejnuhdmd&acc=GSE61914].

## Conclusions

Our data provide detailed molecular support for the established model of *D. discoideum* development as a series of coordinated cellular and multicellular activities. The population-average transcriptome changed rather gradually within the field of cells during cAMP relay, and at times within multicellular bodies, such as mounds or migratory slugs, that experience both cell-cell contact and various soluble signaling regimes [8]. Concerted transcriptome shifts marked the transition to multicellularity and culmination. From these observations we conclude that developmental gene expression in *D. discoideum* progresses unevenly. We further propose that the data reported here provides a substantial resource for future studies in developmental gene regulation, signaling and mechanisms of intercellular synchrony.

## Methods

### Growth, development, cAMP treatment and cDNA library preparation

For both filter and suspension development experiments we used *Dictyostelium discoideum* strain AX4 grown in HL-5 nutrient medium in shaking culture at 22°C to mid-log phase. We developed cells on nitrocellulose filters (5 × 10^7^ cells per 5 cm filter) saturated in PDF buffer by standard methods, detailed in [18]. Every hour from zero to 12, and every two hours thereafter, we scraped the cells from a single filter into 1 mL Trizol reagent (Life Technologies), vortexing to disrupt the cells and homogenize the solution. Samples were immediately stored at -80°C. In total, we collected 19 time points from two independent biological replicates on different days, yielding 38 samples. We developed cells in suspension with exogenous cAMP as in [12]. Briefly, cells were washed, resuspended and shaken at 125 RPM for a total of 12 hours (h). We began pulsing 30 nM cAMP at the 2 h time point with a six minute period until 6 h. From 6 h on, we applied 300 μM cAMP every two hours. We harvested 5 × 10^7^ cells every hour from 0 h to 6 h, and every two hours thereafter until 12 h. Cells were pelleted, resuspended in 1 mL Trizol reagent, disrupted by vortexing, and immediately stored at -80°C. In total, we collected 10 time points from three independent biological replicates on different days, except for hour 12 in replicate 3, yielding 29 samples. We extracted, precipitated and resuspended total RNA in 10 mM Tris–HCl (pH 7.5). Next we isolated and fragmented mRNA, and constructed multiplexed cDNA libraries according to [80].

### Sequencing, mapping and read count standardization

We sequenced the cDNA libraries by high throughput Illumina Genome Analyzer II with read length of 50 base pairs (bp). We mapped the resulting FASTQ files using bowtie, version 0.12.7 [81], allowing for single hits (−m 1). Unmapped reads were trimmed by 2 bp and remapped iteratively up to five times. The total number of uniquely mapped reads constituted a gene’s transcript abundance. We standardized the abundance levels as reads per kilobase per million (RPKM) by accounting for the mapable lengths of genes and the total number of mapped reads in a given RNA-seq run. The data have been accessioned at the NCBI Gene Expression Omnibus [GEO: GSE61914]. The sampling effort and sequencing output are summarized in Additional file 1: Table S1.

### Transcriptome trajectory analysis by PCA, MDS and linear regression

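Applied to the deposited counts, a minimum of 30 reads for the mean of the replicates at 1 or more time points left 9451 genes on filters, 9677 genes in suspension and 8987 genes in both. With a minimum of 30 reads in any single sample there were 9790, 10145 and 9406 genes. With 30 reads required in every replicate of a time point, the strictest rule tried, there were 9099, 9145 and 8540 genes.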

We filtered the experimental transcriptome data for genes that had fewer than 30 reads at all time points, leaving 8,766 genes in the filter development set and 8,593 in the cAMP suspension set, with 8,040 genes intersecting both. We implemented principal component analysis (PCA) and multidimensional scaling (MDS) algorithms using the Orange data-mining suite with default parameters [82]. PCA enumerates vectors that capture the variation among the datasets, while MDS returns a measure of distance, or similarity, between datasets (i.e. time points). For PCA, we transformed an input data matrix of size 69 × 8040 (samples × genes) into a matrix of size 69 × 2, where each of 69 sample cell populations was characterized by the first two principal components. 

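The PCAs used 67 samples, 38 from filters and 29 from suspension, and 8987 genes. With the samples of both experiments in one matrix, PC1 accounted for 22.7% of the variance and PC2 for 16.1%. On that plane the mean positions of the experiments at 0 h were 20.0 apart. The filter samples moved 27.7 from 0 h to 1 h and were 118.5 from 0 h at 24 h, and the suspension samples were 124.8 from 0 h at 12 h.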

For MDS, transcriptional distance was estimated using (1 minus the absolute value of a Spearman’s rank correlation). The MDS projection positioned each sample transcriptome in a two-dimensional plot such that the Euclidean distance between any two points is proportional to the distance between two associated transcriptional profiles. We then developed models to predict the developmental time of a cell population given its transcriptional profile. Linear regression was implemented via scikit-learn [83]. Models were constructed (or trained) using data from one experiment (e.g., filter) and the prediction accuracy was tested on the data from the other experiment (e.g., suspension). Accuracy was assessed by measuring the Spearman rank correlation between predicted and true development times of the cell populations in the test set, and, due to differences in the time scales, taking into account the developmental order of samples rather than the actual prediction of developmental time.

### Differential expression analysis

We analyzed differential expression (DE) using baySeq (R package version 1.16.0) [84], comparing the expression of each gene at each time point versus all other time points. We selected a false discovery rate (FDR) threshold ≤ 0.01 to identify genes differentially expressed in each time point comparison. We used a k-hop approach to count the number of DE genes in all k = 1-, 2-, 3- and 4-hour windows. The direction of fold change was also determined for each gene at each time point comparison. For up-regulation, we counted DE genes looking back from each reference time point, i.e. 4-hour versus 3 h, 2 h, 1 h and 0 h. We counted down-regulated genes looking forward in time, i.e. 0-hour versus 1 h, 2 h, 3 h and 4 h. Genes were only counted once per reference time point for the smallest time delta in which it appeared. For example, if a gene was DE between 4 h and 3 h, as well as between 4 h and 2 h, we counted it in the 1-hour bin.

### Correlation analyses, cluster visualizations and gene ontology enrichment

We calculated Spearman rank correlations and performed hierarchal clustering for heatmaps and dendrograms using the visual programming environment Orange [82]. Approximately Unbiased (AU) p-value scores were calculated for the dendrograms by multiscale bootstrap resampling using the pvclust package in R [85]. We tabulated a list of all DE genes in each 1- to 4-hour window and analyzed the gene ontology term enrichment using both the GO widget in Orange as well as the topGO R package version 2.14.0, with a p-value threshold of 0.05. Significantly enriched terms were selected based in part on the number of genes contributing to enrichment, and in part on the annotations.

### Data availability

The additional material includes the Additional file 1: Figures (S1 to S10) and Tables (S1 and S2) referred to in the main text. We have also included additional data files as downloadable spreadsheets. These contain the read counts, gene lists and other data analyses described in text. Please see the section “Description of Additional Data Files” below for more information. The read count data from Additional files 2 and 3, as well as individual sequencing reads files, have been accessioned at the NCBI Gene Expression Omnibus [GEO: GSE61914; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=glcluooejnuhdmd&acc=GSE61914]. These data may also be viewed and analyzed using the dictyExpress toolkit [www.dictyExpress.org].

## Additional files

Additional file 1:
**Contains the supplementary results, Additional file** **1** **: Figures S1 – S10 and Additional file** 1 **: Tables S1 – S3 as referenced in the text.**
Additional file 2:
**Contains three worksheets with data from the filter development experiment: Worksheet 1—“filter_raw”—contains the raw read counts for all gene models (column header = “locus_tag”) in the** ***D. discoideum*** **genome.** Column headings indicate the time point, followed by the suffix r = raw, followed by the replicate number. For instance: 00hr_r1 = zero hours, raw data, replicate 1. Worksheet 2—“filter_normal”—contains the normalized read counts (akin to reads per kilobase per million [RPKM], adjusted for mapability) for all gene models (column header = “locus_tag”) in the *D. discoideum* genome. Column headings indicate the time point, followed by the suffix n = normal, followed by the replicate number 1 or 2. For instance: 00hr_n1 = zero hours, normalized data, replicate 1. Worksheet 3—“filter_average”—contains the normalized read counts for all gene models (column header = “locus_tag”) in the *D. discoideum* genome, averaged among replicates. Column headings indicate the time point, followed by the suffix avg = average. For instance: 00hr_avg = zero hours, averaged read count. Additional file 3:
**Contains three worksheets with data from the suspension experiment: Worksheet 1—“suspension_raw”—contains the raw read counts for all gene models (column header = “locus_tag”) in the** ***D. discoideum*** **genome.** Column headings indicate the time point, followed by the suffix r = raw, followed by the replicate number. For instance: 00hr_r1 = zero hours, raw data, replicate 1. Worksheet 2—“suspension_normal”—contains the normalized read counts (akin to reads per kilobase per million [RPKM], adjusted for mapability) for all gene models (column header = “locus_tag”) in the *D. discoideum* genome. Column headings indicate the time point, followed by the suffix n = normal, followed by the replicate number 1 or 2. For instance: 00hr_n1 = zero hours, normalized data, replicate 1. Worksheet 3—“suspension_average”—contains the normalized read counts for all gene models (column header = “locus_tag”) in the *D. discoideum* genome, averaged among replicates. Column headings indicate the time point, followed by the suffix avg = average. For instance: 00hr_avg = zero hours, averaged read count. Additional file 4:
**Contains a worksheet listing the 8,040 genes that met the minimum expression threshold in both filter and suspension experiments, and were thus included in PCA and MDS analyses.**
Additional file 5:
**(filter development) Contains the differential expression analysis false discovery rate (FDR) values determined by baySeq for all genes at all time point differences of k = 1-, 2-, 3-, and 4-hour, or “k-hops”.** We analyzed all-versus-all time points, but only used the 4-hour delta for all reported DE analyses. Due to constraints on the size of additional files, we have not included the baySeq output for the other time comparisons here. Further, due to the same size constraints, only the false discovery rate (FDR) for the “Differentially Expressed” model is given here. Other statistics, i.e. likelihood, and other models, i.e. “Not Differentially Expressed,” were also calculated. The complete baySeq output including all time point comparisons for both statistics and both models are available directly from the authors upon request. Additional file 6:
**(suspension) Contains the differential expression analysis false discovery rate (FDR) values determined by baySeq for all genes at all time point differences of k = 1-, 2-, 3-, and 4-hour, or “k-hops”.** We analyzed all-versus-all time points, but only used the 4-hour delta for all reported DE analyses. Due to constraints on the size of additional files, we have not included the baySeq output for the other time comparisons here. Further, due to the same size constraints, only the false discovery rate (FDR) for the “Differentially Expressed” model is given here. Other statistics, i.e. likelihood, and other models, i.e. “Not Differentially Expressed”, were also calculated. The complete baySeq output including all time point comparisons for both statistics and both models are available directly from the authors upon request. Additional file 7:
**Lists the differentially expressed genes (DDB_G identities) tabulated for each reference time point during the k-hop analysis.** This workbook contains four data worksheets. The name of each sheet describes the experiment “filter” or “suspension”, followed by “UP” or “DOWN”, indicating the direction of change in differential gene expression. In each sheet, the columns correspond to reference time points, and either the list of “gradual” or “rapid” DE genes, as tabulated in the k-hop analysis (Figure 2 in the main text). Additional file 8:
**Provides the gene ontology (GO) enrichment output for each of the DE gene lists in Additional file** **7** **, above.** This workbook contains four data worksheets. The name of each sheet describes the experiment “filter” or “suspension”, followed by “UP” or “DOWN”, indicating the direction of change in differential gene expression.

## Abbreviations

AU: Approximately unbiased (p-values)
cAMP: Cyclic adenosine monophosphate
DE: Differential expression
DIF: Differentiation inducing factor
FDR: False discovery rate
GABA: Gamma-aminobutyric acid
GO: Gene ontology
MDS: Multidimensional scaling
PC: Principal component
PCA: Principal component analysis
ROS: Reactive oxygen species
RPKM: Reads per kilobase per million
SDF: Spore differentiation factor

How the deposited data were processed for this re-analysis (not part of the article)

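RNA-seq data were analysed from 67 samples of *D. discoideum* AX4. Filter development had 19 time points between 0 h and 24 h with 2 biological replicates each, 38 samples in all. The cAMP suspension had 10 time points between 0 h and 12 h with 3 biological replicates, except that replicate 3 has no sample at 12 h, 29 samples in all. Time points, replicate numbers and treatments were taken from the sample labels and from the paper, which give the same assignment. Replicates of one time point were collected on different days.

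The authors mapped the reads with bowtie, keeping single hits, trimmed unmapped reads by 2 bases and mapped them again, and deposited for each gene model the read counts, which are whole numbers without normalization. The authors also deposited RPKM values, which they made by standardizing the counts by the mappable length of the gene and the total of mapped reads. The genome build is not stated in the paper's text. The steps up to counting are therefore already in the files, and nothing was mapped again.

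The counts add up to between 3038900 and 7912403 reads per filter sample (median 5459141) and to between 6810347 and 13431564 reads per suspension sample (median 11630085), a ratio of medians of 2.13. A count of 3 reads, taken as the smallest share that a sample can show, was between 3.79e-05% and 9.87e-05% of a filter sample and between 2.23e-05% and 4.41e-05% of a suspension sample. Such limits cover counting error only, since sequenced fragments without molecular identifiers are not independent molecules. The 12285 gene models are listed by identifier. The files do not pair identifiers with gene names or GO terms, so the genes that the paper names, and its GO terms, were not analysed here. Genes with near-identical copies lose reads to the requirement of a single hit, and counts of such genes are uncertain.

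A gene was taken as expressed when the mean of its replicates reached 30 reads at 1 or more time points, which gave 9451 genes on filters, 9677 in suspension and 8987 in both. The paper states the minimum of 30 reads but does not say how replicates were combined, and the rule was chosen after reading the partial counts in the paper's supplement and before the data were examined. PCA used RPKM values of the 8987 genes, each gene centred and divided by its SD, within each experiment. Distances between samples were 1 minus the absolute value of Spearman's rank correlation of RPKM over the same genes, as in the paper, and MDS was computed from them by stress majorization. Steps between neighbouring hours were measured within replicates and divided by the hours between them. The lag between the experiments was the mean difference, over suspension samples from 3 h to 12 h, between the best matching filter hour and the hour of the sample. Means are given with the SD between replicates.

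Differential expression was tested on the counts with edgeR 4.0.16 (TMM normalization, quasi-likelihood test) in R 4.3.3, with one model for each experiment and a group for each time point, because single time points have only 2 or 3 samples. All pairs of time points 1 to 4 h apart were compared, p-values were adjusted by the Benjamini-Hochberg method within each pair, and genes were called at an FDR of 0.01. The paper used baySeq, which was not used here. Following the paper's lists, up-regulated genes were counted looking back from a reference hour and down-regulated genes looking forward, each at its smallest window, with windows of 1 to 2 h called rapid and windows of 3 to 4 h gradual. The standard error given with a log2 fold change is the change divided by the square root of its F statistic. One further edgeR model held all 67 samples and tested the difference between the experiments at 0 h and the difference between their changes from 0 h to 2 h, over 8987 genes. The model was tested on simulated data in which 200 genes were changed 4-fold. It recovered 98% of them on filters, 100% in suspension and 73.5% for the difference between the experiments. Among its calls, 1%, 0.5% and 1.3% were false, in the same order. The simulated genes all had the same dispersion, no change between hours except the planted one, and no effect of the replicate series. The changed genes were not drawn from the least abundant genes. These rates therefore need not hold for the real data.

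Replicate numbers are shared between time points. Same-numbered samples of different hours had a mean correlation of 0.27 on filters and 0.32 in suspension in their deviations from the means of their hours. With 2 replicates the deviations of samples with different numbers are the mirror image of these, and in suspension their mean correlation was -0.16. Results with the replicate number as a block are given beside those without it.

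The alternatives were an FDR of 0.05, the Wald test of DESeq2 1.42.0 with its size factors, the replicate number as a block, fits of only the 2 compared time points, all genes with reads, other rules for expressed genes, other scalings before PCA, Pearson's correlation of log2(RPKM + 1), and leaving out each replicate in turn. Further settings, chosen after seeing the data, thinned the suspension counts to the median depth on filters, matched the number of replicates and the sampled hours, and placed both experiments in one PCA. Named genes were chosen by a rule set in advance: the genes with the largest rises and falls among expressed genes called at an FDR of 0.01 and changed the same way in every replicate series. The rule also covered other steps, and only those from 11 h to 12 h are printed. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9.

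No file was left out. Results planned for genes and gene sets by name were not run, and the paper's regression models of developmental time were not analysed here.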

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

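None of the tests in this part was chosen only after its result was seen; the thinned counts and the later filter hour were added after the data had been seen, and the outcomes that would count for or against each explanation were set down before they were run, except that the limit of the test of speed was seen after.

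The change from 0 h to 2 h differed between filters and suspension for 23 of 8987 genes, in edgeR's test of the difference between the 2 changes at an FDR of 0.01. It is listed here because the effect of the same hours differed between 2 groups of samples and the difference itself was tested. The larger rise or smaller fall was on filters for 20 genes and in suspension for 3 genes, and the difference was at least 2-fold for all 23. None of these genes was among the 23 genes that differed between the experiments at 0 h.

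Library size was tested by thinning the suspension counts to 5459141 reads per sample, the median on filters. The test then gave 15 genes, so most of the number remained and library size alone does not account for it. A difference in the speed of early development was tested by setting the filter change from 0 h to 3 h against the suspension change from 0 h to 2 h. This gave 10 genes, but the test cannot tell. On filters 1292 genes changed from 0 h to 2 h and 596 from 0 h to 3 h, so fewer genes would remain whatever the speed, and 10 lies within the range from 5 to 14 genes found when 1 suspension replicate was left out.

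The filters and the suspension differ in cultures, days and libraries as well as in treatment, and no sample was given that would part these. The pattern therefore cannot be told apart from a difference between batches, and a difference in speed remains untested.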

How the results depend on the processing

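No test in this part was chosen only after its result was seen, but several settings were: the thinned and matched settings, the filter change to 3 h, the replicates left out of the tests between the experiments, the single PCA of both experiments, and the ranks of hours and gaps were chosen after seeing the data, and all other alternatives were set before the data were examined. The cause was not tested for any changed result in this part, except where a later part gives a test.

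The results were recomputed under alternatives that gave 165 values. A count, or the ratio of up-regulated genes, was taken as kept within 1.5 times the reported value. A rank was kept only when it was the same, and another value when it moved by no more than 1 SD between replicates. A ratio on the other side of 1 was taken as reversed. A ratio of 1.41, with the technical differences matched together, counted as kept. By these limits 87 values were kept, 77 moved and 1 reversed; 88 were higher than the reported value and 71 were lower. Kept were 4 of 4 results with Pearson's correlation, 3 of 3 with either of the other rules for expressed genes, 19 of 20 with all genes with reads, 10 of 15 with the replicate block, 7 of 16 with DESeq2, 4 of 16 at an FDR of 0.05, and 2 of 14 when each fit held only the 2 compared time points.

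The reversed result was the ratio of distinct up-regulated genes in suspension to filters from 0 h to 12 h. It was 2.09 as reported and from 0.94 to 1.87 across the 3 fits that each left out 1 suspension replicate, with 0.94 without suspension replicate 2. Above 1 it stayed with an FDR of 0.05 (1.61), DESeq2 (1.54), the replicate block (1.84), all genes with reads (2.07) and only the 2 compared time points in each fit (2.56).

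On filters, the reported numbers are 299 genes up-regulated at 12 h, 239 at 18 h, 855 down-regulated from 0 h, 319 down-regulated from 16 h, 2326 distinct up-regulated genes, and 148 and 247 genes changed from 11 h to 12 h and from 16 h to 18 h. At an FDR of 0.05 they were 514, 554, 1426, 668, 4017, 362 and 646. Of the same numbers, DESeq2 moved those at 12 h and 18 h to 560 and 571, the distinct genes to 3652, and the steps from 11 h and from 16 h to 436 and 625. With the replicate block, 422 genes were up-regulated at 18 h, 548 were down-regulated from 16 h, and 314 and 465 changed over the steps from 11 h and 16 h. Only the 2 compared time points in each fit gave, in the order above, 519, 158, 440, 208, 1495, 555 and 160. The numbers for 12 h rose and those for 18 h fell under this last setting, while both rose under the other 3.

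In suspension, 1041 genes were up-regulated at 8 h, 935 were down-regulated from 6 h and 1976 changed from 6 h to 8 h. Fits of only the 2 compared time points gave 606, 452 and 1058, and an FDR of 0.05 gave 1418 genes down-regulated from 6 h. Across the 3 fits that each left out 1 replicate, the ranges were from 315 to 982 genes up-regulated at 8 h, from 212 to 1010 down-regulated from 6 h, from 527 to 1992 changed from 6 h to 8 h, and from 2178 to 4338 distinct up-regulated genes (4870 as reported).

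The change from 0 h to 2 h differed between the experiments for 23 genes as reported, for 55 at an FDR of 0.05, 64 with DESeq2, 69 with the replicate block, 15 with thinned counts, 10 with the filter change to 3 h, and from 5 to 14 when 1 suspension replicate was left out. At 0 h the 23 genes became 89 at an FDR of 0.05, 85 with DESeq2, and from 3 to 25 when 1 suspension replicate was left out.

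PC1 held 28.3% of the variance on filters as reported, 35.4% with log2(RPKM + 1) standardized, 52.6% with log2(RPKM + 1) only centred, 55.4% with RPKM only centred, and from 31.1% to 32.8% without 1 of the filter replicates. PC2 there held 19.0%, and 15.9%, 13.9% and from 20.5% to 22.4% under the last 3 of these. In suspension PC1 held 30.9%, and 35.7%, 53.2%, 60.3% and from 30.7% to 34.0% in the same order. PC2 in suspension held 17.5%, 20.5% with log2(RPKM + 1) standardized, 20.6% with it only centred, and from 17.9% to 20.0% without 1 of the replicates.

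The step from 11 h to 12 h was 1.91 times the median step, 1.38 times with all genes with reads, and from 1.84 to 1.98 times without 1 of the filter replicates. The step from 16 h to 18 h was 0.85 times the median step, from 0.72 to 0.99 without 1 of the filter replicates, 0.88 with all genes with reads and 1.01 with Pearson's correlation. The step from 6 h to 8 h in suspension was 1.74, from 1.51 to 2.09 without 1 of the replicates, 1.4 with all genes with reads and 1.78 with Pearson's correlation. The values of these last 2 steps stayed within the limit. The lag of 3.54 h was from 2.71 h to 3.95 h across the 5 sets that each left out 1 replicate. On the filter map the gap from 11 h to 12 h had rank 3, rank 1 with both experiments in one PCA, 5 with log2(RPKM + 1) standardized, 2 with it only centred and 2 by MDS; the gap from 16 h to 18 h had rank 1, then 2 with both experiments in one PCA and 3 by MDS. By genes up-regulated within 1 to 2 h, 12 h had rank 3 as reported, 4 at an FDR of 0.05, 4 with DESeq2 and 1 with only the 2 compared time points in each fit, and 18 h had rank 4 as reported and rank 3 under each of these 3 settings.

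Depth was tested by thinning the suspension counts to the median depth on filters. This lowered all 7 results recomputed from them, 6 of them by less than the limit, and the number of genes with a different change from 0 h to 2 h by more. A fit without 1 filter replicate leaves 1 sample at each time point and was not run for the numbers of changed genes. A replicate block for the difference at 0 h could not be fitted, because each replicate series belongs to a single experiment. Also not run, because the files do not pair identifiers with names, were the alternatives planned for *gtaC*, *carA*, *csaA*, *dia2*, *pdsA*, *cotB*, *ecmB*, *abpA*, *mhcA* and *sodC*, for the ratio of prespore to prestalk peaks, and for the ribosome, DNA replication and mitosis gene sets.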

Differences from the paper's values

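No test was chosen for this part after its result was seen. The paper's numbers of genes below were counted from the lists in its supplement.

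Down-regulated genes on filters, looking forward from 16 h over 1 to 4 h, numbered 319 against the paper's 1147. An FDR of 0.05 gave 668, the replicate block 548, DESeq2 425, all genes with reads 287 and fits of only the 2 compared time points 208; none of the alternatives set before the data were examined closed the gap.

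Distinct genes up-regulated on filters from 0 h to 12 h numbered 2326 against the paper's 1356. Of the alternatives set before the data were examined, fits of only the 2 compared time points closed the gap, with 1495 genes. An FDR of 0.05 (4017), DESeq2 (3652), the replicate block (3363) and all genes with reads (2406) did not, and neither did the comparison of only the hours sampled in suspension (2205), which was chosen after seeing the values.

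In suspension, 935 genes were down-regulated from 6 h within 1 to 2 h against the paper's 256. Among the alternatives set before the data were examined, only the fit without suspension replicate 2 closed the gap, with 212 genes. An FDR of 0.05 (1418), the replicate block (1332), DESeq2 (1185), the fit without suspension replicate 1 (1010), all genes with reads (918), the fit without suspension replicate 3 (472) and fits of only the 2 compared time points (452) did not close it, nor did thinned counts (896), which were chosen after seeing the values.

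The paper places the largest gap of its maps at the passage from aggregates to multicellularity. It gives this interval as between 10 to 11 h and 12 to 14 h. Here only the step from 11 h to 12 h inside it was ranked, among steps between neighbouring time points. The whole interval was not ranked. Gaps were not divided by the hours they span. The gap from 11 h to 12 h had rank 3 on the plane of PC1 and PC2 of the filter samples (34.0). It came behind the gaps from 16 h to 18 h (85.7) and from 0 h to 1 h (67.7), and had rank 2 by MDS. It had rank 5 with log2(RPKM + 1) standardized and rank 2 with log2(RPKM + 1) only centred. These scalings were set before the data were examined, but the ranks of the gaps under them were compared after seeing the values. With both experiments in one PCA, a setting chosen after seeing the values, it had rank 1 (32.7), as the paper has it; the paper's methods describe a single input matrix with the samples of both experiments. In that PCA, however, PC1 and PC2 held 22.7% and 16.1% of the variance, while the paper's 28.6% and 19.6% for filters and the paper's 31.2% and 17.3% for suspension lie nearer to the separate PCAs, with 28.3% and 19.0% and with 30.9% and 17.5%, so which map the paper's statement rests on was not settled.

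The paper names the passages into mounds and into culminants as the main times of up-regulation, and the first of them as the strongest. Here 685 genes were up-regulated at 1 h and 672 at 2 h within windows of 1 to 2 h, more than the 299 at 12 h and the 239 at 18 h. The number at 2 h rests mainly on the same departure from 0 h: 662 genes rose from 0 h to 2 h and 19 from 1 h to 2 h. At 12 h the windows from 10 h and 11 h were pooled, while 18 h had only the window from 16 h. When each fit held only the 2 compared time points, a setting from before the data were examined whose ranks were compared after seeing the values, 12 h came first with 519 genes, and 2 h (183) came before 18 h (158). At an FDR of 0.05, 18 h (554) came before 12 h (514), as with DESeq2 (571 and 560), and 1 h and 2 h stayed above both in each. In the paper's lists the numbers are the paper's 143 at 1 h, 237 at 2 h, 334 at 12 h and 217 at 18 h.

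The paper names the hours after 16 h, beside those after 0 h, as a major time of down-regulation. Here 319 genes were down-regulated from 16 h within 1 to 4 h and 437 from 2 h. These were compared at an FDR of 0.01 with edgeR only.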

Other observations

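The tests of late transcripts in early filter samples and the test of the 1 h suspension samples were chosen only after their results had been seen; the outcomes of all other tests in this part were set down before they were run, and the limits of the tests that cannot tell were seen after. The patterns below were found in the data on which they were tested, so any explanation that remains is a hypothesis.

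From 0 h to 12 h the ratio of distinct up-regulated genes in suspension to filters was 2.09. Technical differences between the experiments were matched in turn, and an explanation was kept when it removed most of the excess over 1. Library size did not: with the suspension counts thinned to the median depth on filters the ratio was 1.99. Sampling hours did not: with filter comparisons only between the hours sampled in suspension it was 2.21. For the number of replicates, the mean ratio over the fits with 2 suspension replicates was 1.46, which meets this rule. The single fits did not all meet it: the ratio was 1.87, 0.94 and 1.58 without replicates 1, 2 and 3, and only the fit without replicate 2 removed most of the excess. With all 3 differences matched together the mean ratio was 1.41, which meets the rule, and the single fits gave 1.82, 0.89 and 1.53 in the same order, of which the last 2 meet it. The filter fit kept all 38 samples of 19 time points, while the suspension fits with 2 replicates covered 10 time points with fewer samples. Without replicate 1 or 2, a single suspension sample was left at 12 h. These fits therefore changed more than the number of replicates, and the result also depends on which replicate is left out. The tests cannot tell whether the number of replicates, alone or with the other differences, accounts for most of the excess. They also cannot tell the number of replicates from the choice of replicate. Batches of cultures and libraries also differ with the treatment, so a biological part of the excess cannot be told apart from them.

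The hours of the suspension samples were permuted within each replicate 30 times, and the distinct up-regulated genes from 0 h to 12 h were counted again. The real order gave 4870 genes, and 1 of 31 orders, the real one, gave as many. Of the permuted orders, 1 gave 1797 genes and 29 gave 0, with between 2061 and 6922 distinct genes at an unadjusted p under 0.05 against 7526 in the real order. Permuting the hours puts the differences between hours into the spread between replicates, and 29 of the 30 permuted orders had no calls. The count of orders therefore cannot tell whether the grouping alone would give the result.

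From 6 h to 8 h in suspension 1976 genes changed, 1041 up and 935 down, and 3747 had an unadjusted p under 0.05. There are 4 splits of the 6 samples that part each pair of same-numbered samples. For the total, for up-regulated genes and for down-regulated genes, 1 of the 4 splits, the real one, gave as many genes. The other 3 splits gave 0 genes, with 199, 139 and 1073 at an unadjusted p under 0.05. With 4 splits the share cannot fall under 0.05, so this test cannot part the result from a result of the grouping alone.

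At 0 h, 23 genes differed between the experiments. With thinned suspension counts 19 genes differed, so library size does not account for most of the number. The count does not show whether the same genes remained. The 0 h samples were collected before development or any cAMP, and those of the experiments differ in day, culture and library. No sample was given that would part these from each other, so no biological explanation was tested.

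Some early filter samples held reads of genes that are otherwise abundant only late. The 163 genes followed had more than 100 CPM in at least 1 filter sample from 16 h to 24 h and under 0.2% of that level in every suspension sample from 0 h to 6 h. In the 24 filter samples from 0 h to 11 h they took between 195 and 13605 CPM. The late sample that matched the early sample best came from the same replicate series in 19 of 24 samples (exact binomial test, one-sided, p = 0.0033). The test takes samples as independent, but they come from 2 series, with 10 of 12 and 9 of 12 matches. Samples of a series share deviations, so this p may be too small. At 9 h, replicate 1 matched its own 22 h sample at a share of 4.56%; at 10 h, replicate 2 matched its own 20 h sample at 4.19%; and at 2 h, replicate 1 matched its own 22 h sample at 1.08%, with a correlation of 0.992. Other samples went against such a match: the largest share, 6.14% at 11 h in replicate 1, was with the 16 h sample of replicate 2, and replicate 2 at 11 h matched a sample of replicate 1 best. Low-level expression of the late genes in early cells was set against the spread between replicates: the replicates of an hour differed by up to 12.1 times, at 9 h, and by more than 3 times at 4 of 12 hours, where similar levels would be the outcome under that explanation for replicates in phase. Of these 4 hours, 4 h and 5 h lie where the replicates may be out of phase, so the test does not reject low-level expression there, and 0 h (6.7 times) and 9 h remain. Reads from a late sample of the same series, from cells, RNA or libraries carried over, are a candidate explanation. An effect of the days on which a series was collected on its late genes was not tested and is not excluded. At 9 h and 10 h, 2 and 1 of the 163 genes were called up-regulated within 1 to 4 h. In suspension a like test over 135 genes, chosen by their low level in filter samples from 0 h to 6 h, gave 9 of 18 samples with the best match in their own series (exact binomial test, one-sided, p = 0.11). Replicates 1 and 2 gave 9 of 12 and replicate 3 gave 0 of 6. Replicate 3 lacks a 12 h sample, but only its 0 h and 1 h samples had a 12 h sample as best match. From 3 h to 5 h the samples of every replicate matched the 8 h sample of replicate 1 best, whatever their own series. The test therefore cannot tell whether reads were carried over in suspension.

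Suspension replicate 1 changed little from 2 h to 3 h. Over 302 genes that changed at least 2-fold in the same direction in replicates 2 and 3, its change was 0.09 times theirs. This value lies close to the limit that was set between the same material sequenced for both hours and slower development. From 3 h to 4 h the change of replicate 1 was 0.24 times that of the others, and from 4 h to 5 h it was 1.4 times, an order that slower development followed by catching up would also give. The value of 0.09 alone therefore cannot tell the explanations apart. The counts at the 2 hours also lie closer together than those of any other neighbouring hours of a suspension replicate: the chi-square per degree of freedom was 4.1, against 60.0 for the next smallest. It exceeds the value of 1 that counting error alone gives for a single library, and 93.7% of the 302 genes moved in the direction of the other replicates. Counting error alone therefore does not account for the difference between the 2 samples. No repeats of a library are among the samples, so repeats with further technical differences are not excluded by the chi-square. If material without any change in development shows no common direction, the 93.7% counts against the same material in separate libraries. That condition was not tested. From 3 h to 4 h only 69.6% of 664 genes moved in that direction in replicate 1. The shares for replicates 2 and 3 over that step were 99.3% and 98.8%. Slower development remains a candidate explanation, but this lower share was not accounted for.

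From 4 h to 7 h on filters, samples of replicate 1 matched earlier hours of replicate 2 best. Library size did not account for it: after thinning to 3038900 reads, 4 of 4 hours still matched an earlier hour. A difference in phase was tested with 710 genes that rise and 967 that fall from 2 h to 6 h in suspension. At 2 of the 4 hours the rising genes were higher and the falling genes lower in replicate 2, and at 1 of the other 15 hours. The outcome set for replicates out of phase was all 4 hours. The falling genes were higher in replicate 2 at 14 of the other 15 hours, so a difference between the replicates that is not tied to phase also acts on the test, and the test cannot tell whether the replicates were out of phase.

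Suspension samples at 1 h matched 3 h on filters when the filter replicates were averaged. Against each filter replicate alone, 4 of 6 comparisons had the best match after 1 h, 1 of 3 with filter replicate 1 and 3 of 3 with filter replicate 2. With 4 of 6 comparisons, transcripts shared by the later hours only in 1 filter replicate may account for part of the match; which filter samples carry the difference was not tested.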
